# *CAN OF SPINACH*, a novel long non-coding RNA, affects iron deficiency responses in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2022.1005020

**Published:** 2022-10-05

**Authors:** Ahmet Bakirbas, Elsbeth L. Walker

**Keywords:** long non-coding RNA, iron deficiency, nutrient deficiency, *Arabidopsis thaliana*, oxidative stress, singlet oxygen

## Abstract

Long non-coding RNAs (lncRNAs) are RNA molecules with functions independent of any protein-coding potential. A whole transcriptome (RNA-seq) study of Arabidopsis shoots under iron sufficient and deficient conditions was carried out to determine the genes that are iron-regulated in the shoots. We identified two previously unannotated transcripts on chromosome 1 that are significantly iron-regulated. We have called this iron-regulated lncRNA, *CAN OF SPINACH* (*COS*). *cos* mutants have altered iron levels in leaves and seeds. Despite the low iron levels in the leaves, *cos* mutants have higher chlorophyll levels than WT plants. Moreover, *cos* mutants have abnormal development during iron deficiency. Roots of *cos* mutants are longer than those of WT plants, when grown on iron deficient medium. In addition, *cos* mutant plants accumulate singlet oxygen during iron deficiency. The mechanism through which *COS* affects iron deficiency responses is unclear, but small regions of sequence similarity to several genes involved in iron deficiency responses occur in *COS*, and small RNAs from these regions have been detected. We hypothesize that *COS* is required for normal adaptation to iron deficiency conditions.

## Introduction

Iron is an essential micronutrient for plant development and is required in many enzymatic processes such as the electron transport chain of respiration and photosynthesis, and heme biosynthesis (Tanaka et al., 2011; Connorton et al., 2017). All organisms strictly regulate iron uptake to ensure that only the required amount of iron is present in cells and tissues (Ravet et al., 2009). For these reasons, plants have developed complex mechanisms to tightly regulate iron uptake, use and storage while adapting to changes in iron concentration in the environment.

As a transition metal, iron is redox active (Ward and Crichton, 2016). Iron deficiency decreases photochemical capacity and photosynthetic pigments (*e.g.*, chlorophyll) by diminishing the number of photosynthetic units per unit leaf area (Spiller and Terry, 1980). Because iron deficiency decreases the concentration of photosynthetic pigments, it can promote photoinhibition (Godde and Hefer, 1994). This impairment of photosynthetic electron transport can result in accumulation of reactive oxygen species (ROS) (Yadavalli et al., 2012; Tewari et al., 2013). In order to maintain photosynthesis, plants must respond to changes in iron status without producing high levels of ROS (Kroh and Pilon, 2020). In the reaction center of photosystem II, the main ROS produced is singlet oxygen (Krieger-Liszkay, 2005). Aberrant production of ROS leads to photooxidative damage and eventually phytotoxicity in the organism (Halliwell and Gutteridge, 2015). Among all the different ROS, singlet oxygen is the major species causing photooxidative damage in plants (Triantaphylidès et al., 2008).

Plants respond to Fe-deficiency by enhancing their iron uptake capacity and iron use efficiency, but also by altering development. Iron is essential for chlorophyll biosynthesis and during iron-deficiency, the chlorophyll content of leaves decreases, a process known as iron chlorosis (Msilini et al., 2013). Under Fe-deficiency, plants display low levels of iron in leaves and later in development, in seeds (Waters et al., 2006). Moreover, during Fe-deficiency, roots are shorter compared to plants grown under Fe-sufficient conditions (Li et al., 2016; Zanin et al., 2017). Plant yield and quality is reduced during iron deficiency and this presumed to be the result of decreased photosynthesis associated with iron chlorosis (Zhang et al., 2019).

In response to Fe-deficiency, many changes occur at the transcriptional level, and this has been particularly well studied in roots, where the network of genes involved in regulating iron uptake has been defined. Expression of *IRT1*, *FRO2* and a cascade of bHLH transcription factors are up-regulated in roots to activate the iron uptake machinery (Liang, 2022). While transcriptional response of the roots to Fe-deficiency is well studied, less is known about transcriptional changes occurring in leaves. Leaf responses to iron deficiency are rapid, and may occur even more quickly than responses in roots (Khan et al., 2018). Expression of *HEMA1* and *NYC1*, which are genes involved in photosynthesis and tetrapyrrole biosynthesis, respectively, were downregulated in Fe-deficient leaves (Rodríguez-Celma et al., 2013). The role of transcription factor POPEYE (PYE) is well characterized in the roots as a negative regulator of iron uptake and homeostasis (Long et al., 2010). In a recent study, *PYE* was shown to be upregulated in leaves under Fe-deficiency, and to lessen the potential for photooxidative damage in leaves (Akmakjian et al., 2021) The Fe-S cluster transfer protein NEET has critical roles in iron homeostasis in leaves (Nechushtai et al., 2012). Disruption of the single Arabidopsis NEET gene triggers Fe-deficiency responses that result in iron over-accumulation in chloroplasts and enhanced accumulation in leaves (Zandalinas et al., 2020).

Under limited nutrient conditions plants adjust their metabolism to tolerate limited nutrient quantities. Nutrient economy strategies are used by plants in these situations to prioritize, recycle and remobilize limiting nutrients (Blaby-Haas and Merchant, 2013). Iron economy strategies are initiated when shoot demand exceeds supply by the roots (Urzica et al., 2012; Blaby-Haas and Merchant, 2013; Hantzis et al., 2018). Under iron limited conditions, limited amounts of iron are preferentially allocated to the most important functions. Specific changes occur at the transcript and protein level as part of iron economy strategy to help adjust the metabolism (Hantzis et al., 2018).

Long non-coding RNAs (lncRNAs) are a poorly understood, but common feature in eukaryotic genomes. The definition of a lncRNA comprises three criteria: the RNA molecule must have a function, to distinguish it from random products of transcriptional noise; this function must be independent of any protein-coding capacity of the RNA; and a lncRNA must be generated through mechanisms different from those that produce sRNAs (*e.g*., Dicer endonucleases) (Wierzbicki et al., 2021). lncRNAs vary in size and structure and can affect gene expression of their targets by modifying chromatin accessibility, modifying transcription itself; affecting splicing processes or affecting translation. lncRNAs can act locally (*in cis*) to regulate genes near the locus that encodes them, or at a distance (*in trans*) to affect expression of genes that are located in other parts of the genome (Chen et al., 2021; Wierzbicki et al., 2021). lncRNAs appear to be capable of producing sRNA through the action of Dicer (Ma et al., 2014). Such sRNA could also potentially account for biological activities of lncRNA in trans.

In this study, we have identified a previously unannotated lncRNA gene that we named *CAN OF SPINACH* (*COS*). *COS* expression is regulated by Fe-deficiency in both shoots and roots. Two *cos* mutant alleles were identified, and both had low levels of iron in shoots and seeds. Surprisingly, despite low iron levels, *cos-2* shoots had increased levels of chlorophyll. Under Fe-deficiency conditions, *cos* mutants displayed abnormal growth. Also, *cos* mutants accumulate high levels of singlet oxygen in shoots, and appear to fail to make normal adaptations to low iron conditions. This work indicates that the previously unannotated lncRNA, *COS*, has a role iron homeostasis.

## Materials and methods

### Plant material and growth

The wild type *Arabidopsis thaliana* accession Columbia-0 (Col-0) was used for all experiments; T-DNA insertion lines for *COS* (SAIL_445_G04; *cos-1* and SALK_024945C; *cos-2*) were obtained from the Arabidopsis Biological Resource Center (ABRC). Homozygous mutant lines were confirmed by PCR. For soil growth, seeds were planted directly onto Pro-mix potting soil pre-treated with Gnatrol (Valent Bioscience Corporation) and stratified for three days at 4°C. Growth chamber conditions for soil-grown plants were 16 hours light (110 μmol·m^–2^·s^–1^), 8 hours dark at 22°C. For growth in sterile culture, sterilized seeds were plated directly on sterile petri plates containing 1/2X Murashige and Skoog medium (1/2X MS+Fe, prepared with 10X macronutrient solution, 100X micronutrient solution (without iron) and 100X Ferrous sulfate/chelate solution from PhytoTech Labs, Inc.) and placed at 4°C for three days. 1/2X MS-Fe was prepared using 10X macronutrient solution and 100X micronutrient solution (without iron). Growth chamber conditions for plate-grown plants were 16 hours light (110 μmol·m^–2^·s^–1^), 8 hours dark at 22°C.

### RNA extraction

Root and shoot tissues were disrupted in 1.5 mL Eppendorf tubes using a tissue homogenizer (Qiagen TissueLyser II) with 3.2 mm chrome steel beads (BioSpec Products). Total RNA was isolated using the Direct-zol™ RNA MiniPrep Kit (Zymo Research) with DNase I treatment according to the manufacturer’s instructions.

### cDNA synthesis, RT-PCR and qRT-PCR

cDNA was synthesized from total RNA using SuperScript IV VILO Master Mix (Thermo Fisher Scientific) according to the manufacturer’s instructions. The RT-PCR and qRT-PCR reactions were carried out as described previously (Kumar et al., 2017). The primers used in this study are given in **Supplementary Table 1**.

### RNA-seq and data analysis

Three biological replicates of three conditions were used for RNA-seq analysis. +Fe samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to fresh 1/2X MS+Fe for 3 days, and finally were transferred to 1/2X MS+Fe for 24 hours; -Fe samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to 1/2X MS-Fe for 3 days, and finally were transferred to fresh 1/2X MS-Fe for 24 hours; resupply samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to 1/2X MS-Fe for 3 days, and finally were transferred to 1/2X MS+Fe for 24 hours. Paired-end libraries were generated and sequenced by Novogene (Sacramento, CA).

Adapter sequences and low-quality reads were removed from raw reads with Trimmomatic v0.36.5 (Bolger et al., 2014). Mapping of reads to the Arabidopsis TAIR10 genome was carried out using HISAT2 v2.1.0 (Kim et al., 2015). Reads were assembled into transcripts and quantified using StringTie v1.3.3.2 (Pertea et al., 2015). Annotation was done using the TAIR10 genome GTF annotation file (www.arabidopsis.org). Differential gene expression analysis was performed using edgeR v3.20.7.2 through the Galaxy platform (Afgan et al., 2018). Minimum log2 fold change of 1 and Benjamini-Hochberg adjusted p-value of 0.05 were employed (Benjamini and Hochberg, 1995) as cutoff values.

### Root length measurements

Col-0, *cos-1* and *cos-2* seeds were grown on 1/2X MS+Fe plates for seven days and shifted to either 1/2X MS+Fe or 1/2X MS-Fe plates for three days. Plates were scanned using a flatbed scanner (Epson V700), and root length was measured using ImageJ software v1.52 (Schindelin et al., 2012).

### Chlorophyll determination

Plants were grown directly on soil. Shoot tissues were collected when the first inflorescence became visible within the rosette, and fresh weight was determined. Chlorophyll extraction and quantification were performed as described previously (Waters et al., 2006).

### Iron content determination by ICP-MS

Arabidopsis seeds for Col-0, *cos-1* and *cos-2* were grown directly on soil to determine iron content in shoots. Whole rosettes were collected when the first inflorescence became visible within the rosette and dried at 50°C for three days. To determine iron content in seeds, plants for Col-0, *cos-1* and *cos-2* were grown directly on soil until the seeds were mature. Seeds from individual plants were collected in Eppendorf tubes. ICP-MS analysis was carried out at the Ionomics Facility at the Donald Danforth Plant Science Center.

### Seed weight determination

Seed weight was determined based on the weight of 10 batches of 100 seeds from three individual plants for each genotype. Weight per seed was calculated from the average of 10 seed batches. Seed number was determined by dividing the total weight of seeds by the individual seed weight.

### Singlet oxygen detection

Plants were grown on 1/2X MS+Fe plates for 14 days and shifted to either 1/2X MS+Fe or 1/2X MS-Fe plates for three days. The singlet oxygen sensor green (SOSG) staining procedure was performed as described by Akmakjian et al. (2021). Imaging of singlet oxygen detection was done on a Nikon MZ16 FA stereomicroscope equipped with a mercury lamp and a color camera.

### sRNA-seq and data analysis

Three biological replicates of three conditions were used for sRNA-seq analysis. +Fe samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to fresh 1/2X MS+Fe for 3 days, and finally were transferred to 1/2X MS+Fe for 24 hours; -Fe samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to 1/2X MS-Fe for 3 days, and finally were transferred to fresh 1/2X MS-Fe for 24 hours; resupply samples: plants were grown on 1/2X MS+ Fe for 14 days, then were transferred to 1/2X MS-Fe for 3 days, and finally were transferred to 1/2X MS+Fe for 24 hours.

Libraries were generated and sequenced by Novogene (Sacramento, CA). Cutadapt was used to remove adapter sequences (Martin, 2011). Shortstack was used to align, annotate, and quantify small RNAs (Axtell, 2013; Shahid and Axtell, 2014). The search size parameter for discovering sRNA loci with Shortstack was between 17 and 29 nt long. After processing the raw reads, raw read counts were used as input for differential expression analysis with DESeq2 (FDR < 10% and Log2FC ≥ |0.5|) (Love et al., 2014). Arabidopsis sRNA Target Prediction webserver at Donald Danforth Plant Science Center (wasabi.ddpsc.org/~apps/tp/) was used to predict the targets of the iron up-regulated sRNA candidates. 

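The sRNA-seq libraries came from shoots of Col-0 plants grown with iron (+Fe), without iron (-Fe), or without iron and then returned to iron (Fe resupply), with 3 biological replicates each. The deposited log2 normalized values were compared with limma over all 9 libraries, at the FDR and fold change limits given for DESeq2 in the methods. Of the 33159 features tested, 167 passed these limits in -Fe against +Fe, of which 89 were higher and 78 lower in -Fe. The 167 include 7 miRNAs that were also counted as clusters. All 89 that were higher are sRNA clusters called by ShortStack, and 31 of them overlap a transcript listed as upregulated by iron deficiency in Supplemental Data 1. The filter on low values moved this count most, to 37 features (18 higher) when only features with a mean back-transformed value of at least 50 were kept. Among features whose 3 -Fe libraries all lay above the 3 +Fe libraries, the largest rise was at Cluster_2311, on chromosome 4 of TAIR10.1 from 5851615 to 5851883, where no gene is annotated. Its log2 value was 5.86 ± 0.06 (SD, n = 3) in -Fe and 4.25 ± 0.32 (SD, n = 3) in +Fe, a log2 fold change of 1.61 (standard error 0.30, adjusted p = 0.0147 from limma). Cluster_24775, at PHI-1 (AT1G35140) on chromosome 1 from 12852012 to 12853092, had a log2 fold change of 1.43 (standard error 0.16, adjusted p = 4.06e-05 from limma). Cluster_21611, at TCH4 (AT5G57560) on chromosome 5 from 23306613 to 23308270, rose from 6.95 ± 0.11 to 8.33 ± 0.12 (SD, n = 3 each). The cluster at *COS* came next in size, followed by Cluster_27499 at PUP18 (AT1G57990) on chromosome 1 from 21441426 to 21442912, which rose from 5.69 ± 0.16 to 6.94 ± 0.10 (SD, n = 3 each). Target predictions for these clusters were not analysed here.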

The default scoring system was used for the analysis.

## Results

### Whole transcriptome of Arabidopsis shoots under Fe sufficient, deficient and resupply conditions

A whole transcriptome (RNAseq) study of Arabidopsis shoots under iron sufficient, deficient and resupplied conditions was carried out. The details of the growth conditions for this RNA-seq are given in the Materials and Methods section. Briefly, care was taken to match control and experimental growth as closely as possible, including all medium transfers. The -Fe samples were grown on iron depleted medium for a total of four days, while the ‘resupply’ samples experienced iron depleted medium for three days, followed by 24 hours on +Fe medium. The brief period of iron resupply is intended to capture those genes that respond very quickly to changes in iron status *per se*, as opposed to genes that may react slower in response to later changes in metabolism or growth after the plants have taken up sufficient iron during resupply.

In total 239 transcripts were significantly up- (154 transcripts) or down-regulated (85 transcripts) by iron deficiency in shoots. (**Supplemental Data 1**). We set a criterion for ‘rapid response to resupply’ if the comparison between the ‘resupply’ and +Fe samples was not statistically significant (*i.e.*, p > 0.05). Expression of ~ 50% (73 out of 154) of the upregulated exhibit rapid response to resupply (**Supplemental Table 1**). Biological process GO term analysis was carried out against the PANTHER database (Mi et al., 2019; Thomas et al., 2022). No cut-offs were used for fold enrichment values, but only terms with adjusted p-value < 0.05 were included in the supplemental tables. Several genes with well defined roles in iron homeostasis were among the 73 ‘rapid response to resupply’ genes. In addition, we noted that the the GO term for cellular response to hypoxia was significantly enriched among ‘rapid response to resupply’ genes (**Supplemental Table 2**). There were also some transcripts that changed toward basal levels but were still elevated after 24 hours (e.g., one isoform of *bHLH39*), and there were a few rapid response to resupply genes with expression repressed below the basal (+Fe) levels (e.g., *Histidine phosphotransmitter 4 (AHP4)* and a gene encoding a DUF506 family protein) after 24 hours of iron resupply. The remaining 81 transcripts whose expression did not return to basal levels upon iron resupply were highly enriched for the GO term ‘removal of superoxide radicals’ but otherwise were not very different from the rapid response genes, in terms of biological process GO terms. (**Supplemental Table 3**).

Among the transcripts that were downregulated during iron deficiency, only about 25% (21 out of 85) of transcripts rapidly responded to iron resupply. The majority of these 21 transcripts were chloroplast localized and involved in functions such as metabolism and photosynthesis (e.g. *NEET* and *NYC1* (Tanaka et al., 2011; Nechushtai et al., 2012), but no specific biological function GO term enrichment was present among these genes. Two chloroplast localized genes, *FYD* and *CHLORIDE CHANNEL E* (*CLC-E*) increased their expression beyond basal (+Fe) levels. Among the remaining 62 transcripts the two most enriched GO terms were for reactive oxygen species metabolic process and response to oxidative stress (**Supplemental Table 4**).

### Discovery of a novel iron-regulated long noncoding RNA in Arabidopsis

Among the differentially expressed genes, a particular locus containing three protein-coding genes (AT1G13607, AT1G13608, AT1G13609) was scored as having iron-deficiency-regulated gene expression. Two of the genes (AT1G13608, AT1G13609) appeared to be upregulated during iron deficiency, and these genes have been identified as iron-regulated in other analyses (Rodríguez-Celma et al., 2013; Naranjo-Arcos et al., 2017; Bastow et al., 2018; Nam et al., 2021; Peixoto et al., 2021). Upon closer inspection of the count data (FPKM values), we noticed that the iron-regulated reads were mostly not coming from the strand encoding AT1G13607, AT1G13608, and AT1G13609. Instead, we identified a previously unannotated transcript on the reverse strand that is significantly iron-regulated (**Figures 1A, B**). The AT1G13609 transcript on the top strand appears to be iron-regulated (**Figure 1B**) but the difference in FPKM was not significant. Moreover, the FPKM values (89.7 and 55.3) indicate that the unannotated bottom strand transcript is expressed at much higher levels than the top strand transcripts AT1G13607.1, AT1G13608.1, and AT1G13609.1 and AT1G13609.2 (0.00001, 0.000012, 1.68 and 34.1.) We note that the FPKM values for AT1G13607.1, AT1G13608.1, and AT1G13609.1 are lower than cutoff values that are often applied in plant RNAseq analyses, but we include them here to demonstrate the very low levels of expression of these transcripts (Golicz et al., 2018; Zheng et al., 2019; Zhang et al., 2020; Yu et al., 2022).

**Figure 1:**
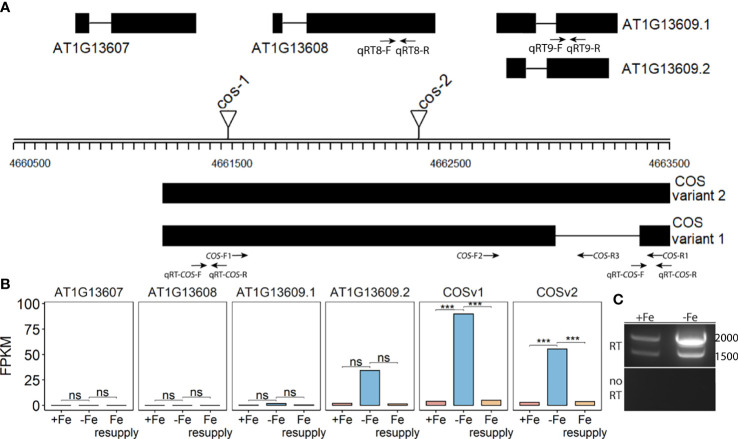
*CAN OF SPINACH* (*COS*), a novel long non-coding RNA (lncRNA). **(A)** Schematic representation of the locus. On the top strand, three genes (AT1G13607, AT1G13608 and AT1G13609) are annotated. The lncRNA *COS* is on the bottom strand. Thick boxes represent exons, lines represent introns. Positions of T-DNA insertion mutants used in this study are represented as triangles. Primers used in the study are represented as arrows at the bottom. **(B)** Bar plot representing the expression levels of various predicted transcripts under Fe sufficient, Fe deficient and Fe resupply conditions. Values from RNAseq are represented as fragments per kilobase of exon per million mapped fragments (FPKM). **(C)** RT-PCR using primers COS-F1 and COS-R1, using total RNA from shoots. Absence of genomic DNA contamination was confirmed by the lack of amplification of the no-RT control. cDNA was synthesized using oligodT_(20)_. *** represents p-value ≤ 0.0001. ns, not significant.

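In the TAIR10.1 annotation of chromosome 1, AT1G13607 extends from 4660778 to 4661331, AT1G13608 from 4661682 to 4662428 and AT1G13609 from 4662698 to 4663253, and each of these 3 genes is listed as protein-coding on the top strand. AT1G13607 and AT1G13608 each have 1 annotated transcript with 2 exons. AT1G13609 has 2 annotated transcripts, one with exons from 4662698 to 4662878 and from 4662971 to 4663253, the other with exons from 4662752 to 4662840 and from 4662934 to 4663219. The nearest annotated gene on the bottom strand is AT1G13610, from 4663831 to 4666130. The *COS* primers of Supplementary Table 1 all match the reference exactly and lie between 4661359 and 4663464, a span of 2106 nt. This span overlaps AT1G13608 over 747 nt and AT1G13609 over 556 nt, and it overlaps AT1G13607 and AT1G13610 over 0 nt. The primer qRT9-F, which is listed for AT1G13609 and not for *COS*, has no exact match in the unspliced reference. Its last bases, TTTCAG, are those at which the AT1G13609 exon from 4662971 starts. Primers were not searched in spliced transcripts, so a primer across an exon junction would be missed.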

Using primers located at the 5’ and 3’ ends of the putative transcript (COS-F1 and COS-R1), we were able to demonstrate the existence of the full length, spliced transcript using reverse transcription PCR (RT-PCR). These primers were specifically designed to only detect the expression of the putative transcript and not the coding genes on the top strand (**Figure 1A**). Both a spliced and an unspliced variant were amplified. Because cDNA synthesis was primed with oligodT, the transcript appears to be polyadenylated, as most plant lncRNAs are (Wang and Chekanova, 2017) (**Figure 1C**). We named the newly identified transcript, *CAN OF SPINACH* (*COS*). We carried out an *ab initio* prediction of any peptides *COS* might encode. We found that *COS* has the potential to encode only a small peptide of 57 aa long in a mRNA over 2 kb long. Furthermore, we carried out computational approaches to determine if *COS* is a long non-coding RNA (lncRNA). We used CPC (coding potential calculator) analysis, which is a tool to assess the protein coding potential of a transcript based on sequence intrinsic features (Kang et al., 2017). Both *COS* transcripts were classified as non-coding, with coding probabilities of 0.02 and 0.03, respectively. We also carried out PFAM domain analysis on all three reading frame translations of the *COS* RNA. (Mistry et al., 2021). No known protein domains were detected, further attesting that *COS* is a lncRNA.

Two different mutant alleles, *cos-1* (SAIL_445_G04) and *cos-2* (SALK_024945), in which T-DNAs are inserted in a *COS* exon (**Figure 1A**), were obtained, and homozygous mutant plants were established. We performed RT-PCR using two sets of primers, one upstream of the insertion sites and one downstream of the insertion sites. By sampling different parts of the COS lncRNA, we observed that the *cos* transcripts in the mutants are likely to be aberrant. Specifically, RT-PCR analysis of the *COS* transcript levels (**Figure 2A**) indicates that *cos-1* has detectable RNA expression with both primer sets, but is detected at significantly lower levels with one of these sets. Thus, *cos-1* may be a partial loss of function allele. The *cos-2* allele has no detectable transcripts with one of the primer sets used and is therefore likely to be a total loss of function allele. It may produce an aberrant transcript that lacks a portion of the normal RNA. It is possible that *cos-1* and *cos-2* affect *AT1G13608* on the top strand. We used quantitative reverse transcription PCR to investigate this, but it is important to understand that it was not possible to design a primer set for *AT1G13608* that will not also amplify *COS* (**Supplemental Figure 1**). Analysis of *AT1G13608* gene expression mirrors what was observed using primers specific to *COS* (**Figure 2**) Analysis of *AT1G13609* expression (**Supplemental Figure 1**) indicates that expression of this gene is not significantly altered in either mutant. We cannot rule out that the mutations affect both *COS* and *AT1G13608* expression, but note the very low expression levels of *AT1G13608*, which are below commonly used cutoffs for an expressed gene in an RNAseq dataset (Golicz et al., 2018; Zheng et al., 2019; Zhang et al., 2020; Yu et al., 2022) Although *COS* was first identified in Arabidopsis shoots, it is also expressed in the roots. The levels of *COS* transcripts in shoots and roots were similar when plants were grown with sufficient iron. During Fe-deficiency, the amount of *COS* transcript in roots trends lower, but this was not significant at our stringent P ≤ 0.01 criterion (**Figure 2B**).

**Figure 2:**
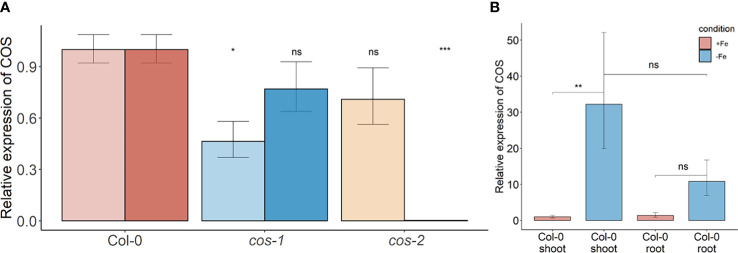
*COS* expression in WT and T-DNA mutants. **(A)** Two sets of primers were used for RT-PCR. The primer set upstream of the T-DNA insertion is designated with the lighter color, while the primer set downstream of the insertion is designated with darker color. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 5 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n = 3). **(B)** Expression levels of *COS* transcript in WT shoots and roots. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n = 3). * represents p-value ≤ 0.01. ** represents p-value ≤ 0.001, *** represents p-value ≤ 0.0001, ns, not significant.

### *cos* mutants have decreased Fe levels in shoots and seeds

Phenotypic characterization of T-DNA insertion mutants was carried out to further investigate the role of *COS* in iron homeostasis. We measured the accumulation of iron in the shoots of wild type (WT; Col-0) and *cos* mutant plants using ICP-MS (**Figure 3A**). The *cos* mutants have significantly less iron in their shoots than WT plants. The levels of Zn, Cu, and Mn in the mutants were not significantly different from WT (not shown). To complement and confirm these ICP-MS findings, we examined the expression of *Ferritin 1* (*FER1*) in shoots. *FER1* mRNA levels are commonly used as a marker for shoot iron status (Gaymard et al., 1996). In accord with shoot iron levels, *FER1* expression was significantly lower in *cos-2* mutants, while *FER1* levels trended low, but were not significantly different in the partial loss of function allele *cos-1* (**Figure 3B**). We postulated that the low iron levels in *cos* mutant plants might result in low iron levels in seeds. To examine this we analyzed iron accumulation in seeds. We found that seeds of *cos* mutants contain significantly less iron than WT seeds (**Figure 3C**). The levels of other metals in cos mutants were not significantly different from WT (not shown).

**Figure 3:**
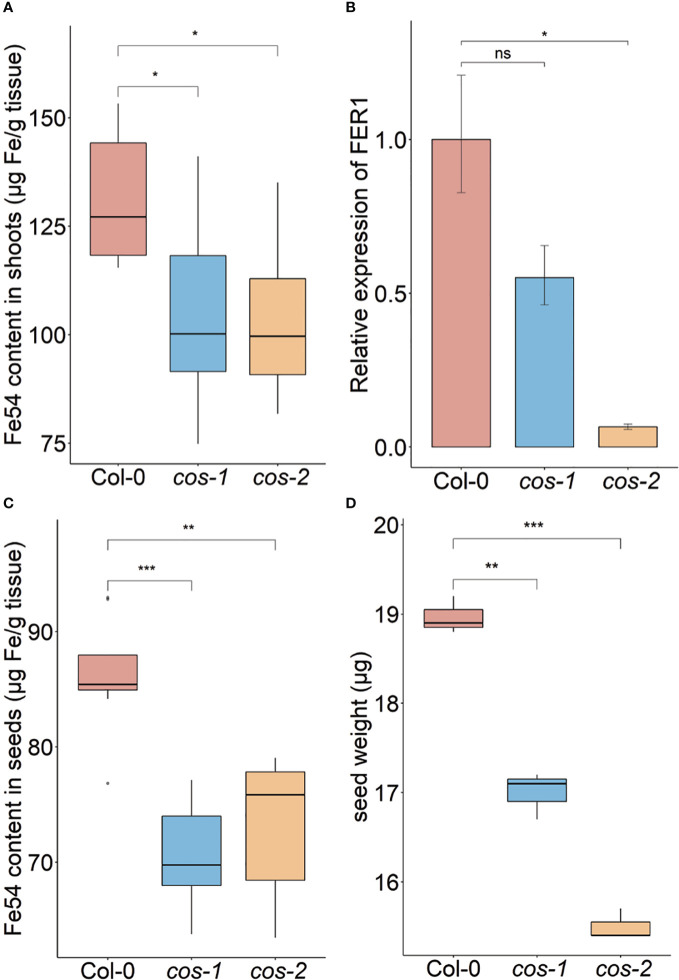
Phenotype of *cos* T-DNA mutants on soil. Iron concentration of shoots **(A)** and seeds **(C)** from plants grown on commercial potting mix. Results are given as μg Fe per gram of tissue (n = 8). **(B)** Expression levels of *FER1* transcript in WT (Col-0) and *cos* mutants. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n = 3). **(D)** Individual seed weight of WT and *cos* mutants was determined by sampling weights of 10 batches of 100 seeds. * represents p-value ≤ 0.01. ** represents p-value ≤ 0.001, *** represents p-value ≤ 0.0001, ns, not significant.

Since the iron levels in the *cos* seeds were low, we wondered whether this would affect seed development. We measured the seed weight and seed number in WT and *cos* mutants. The individual seed weight was decreased in *cos* mutants compared to WT seeds grown at the same time (**Figure 3D**). Both *cos-1* and *cos-2* displayed upward trends in seed number compared to WT, but these differences were not statistically significant (not shown). There is a minor (8-9%) defect in the rates of germination of *cos* mutant seeds compared to WT seeds (**Supplemental Figure 2**).

### Growth phenotypes of *cos* mutants

Generally, the *cos* mutants were not visibly different from WT plants, and the fresh weight of the shoots of *cos* mutant and WT plants at the time of bolting were indistinguishable (**Supplemental Figure 3**). One of the classic symptoms of iron deficiency is chlorosis (low chlorophyll), and many mutants that accumulate lower levels of iron in their tissues also exhibit iron deficiency chlorosis (Robinson et al., 1999; Curie et al., 2001; Vert et al., 2002; Colangelo and Guerinot, 2004; Waters et al., 2006). Because *cos* mutant shoots have low iron levels, we expected that they might have low chlorophyll levels. Surprisingly though, shoots of *cos-2* knockout plants had significantly more chlorophyll than WT. The chlorophyll content of *cos-1* mutants appeared to trend higher than WT but was not significantly higher (**Figure 4A**). Under iron deficient conditions, *cos* mutants displayed chlorosis similar to WT, however, due to the low levels of chlorophyll during iron deficiency we were not able measure the -Fe chlorophyll levels reliably.

**Figure 4:**
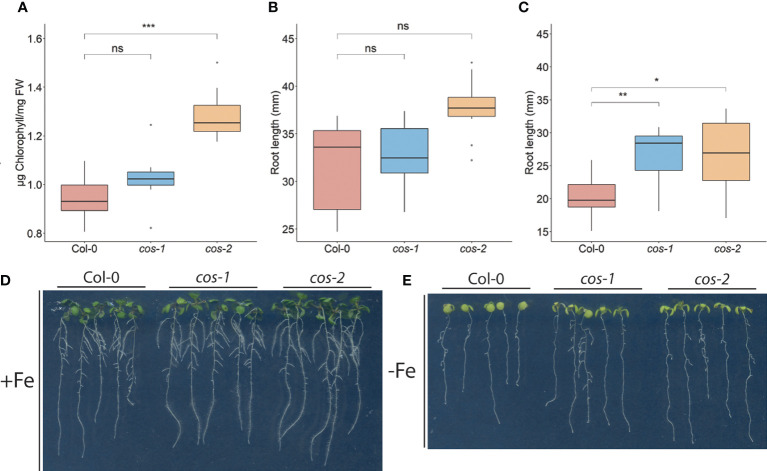
Phenotype of *cos* T-DNA mutants on 1/2X MS medium. **(A)** Total chlorophyll concentration of the shoot systems of plants grown on soil for 14 d. **(B, C)** Total root length of seedlings grown on 1/2X MS agar medium either with 50 μM Fe-EDTA (+Fe) or without Fe (-Fe) for 10 days. **(D)** Seedlings were grown on 1/2X MS agar medium either with 50 μM Fe-EDTA (+Fe) or without Fe (-Fe) for 10 days. * represents p-value ≤ 0.01, ** represents p-value ≤ 0.001, *** represents p-value ≤ 0.0001, ns, not significant.

We examined the root length of WT and *cos* mutants because we hypothesized that with low iron levels in shoots, *cos* mutants might show a root phenotype under Fe-deficiency. The root lengths of both *cos* mutants are similar to WT under iron sufficient conditions (**Figure 4B**). However, upon shifting plants to Fe-deficient environment for three days, both *cos-1* and *cos-2* had significantly longer root lengths than WT plants (**Figure 4C, D**).

Another symptom of iron deficiency is the up-regulation of transcripts for genes encoding the iron transporter, *IRT1*, and the iron-uptake regulatory gene *FIT* (Connolly et al., 2002; Colangelo and Guerinot, 2004). We examined *IRT1* and *FIT* expression in WT and *cos* roots under Fe-sufficient and deficient conditions. Expression of *IRT1* and *FIT* were similar to WT in *cos* roots under both conditions tested (**Supplemental Figure 4**), in spite of the low iron levels measured in *cos* mutant shoots and seeds.

### *cos* mutants accumulate singlet oxygen in shoots

Iron deficiency causes well documented negative effects on photosynthesis, and plants adapt to iron deficiency by decreasing the expression of particular iron containing proteins in leaves, while leaving the expression of presumably more essential iron proteins intact (Hantzis et al., 2018). During iron deficiency, plants produce reactive oxygen species, including singlet oxygen, and have specific responses that mitigate the damage that iron deficiency can cause in leaves (Akmakjian et al., 2021). We wondered whether disruption of COS affected these responses.

We investigated whether ROS production was affected in *cos* mutants. Expression of *OXI1*, an oxidative stress marker whose expression is induced by both singlet oxygen and hydrogen peroxide (Rentel et al., 2004), was significantly increased in *cos* mutants compared to WT under Fe-deficiency (**Figure 5A**). We then checked the expression of *AT3G03810*, a gene whose expression is induced specifically by singlet oxygen (Koh et al., 2016). During Fe-deficiency, *AT3G03810* expression was significantly increased in *cos* mutants compared to WT (**Figure 5B**). The rise in expression of both of these genes during iron deficiency suggests that *cos* mutants might be accumulating singlet oxygen during Fe-deficiency.

**Figure 5:**
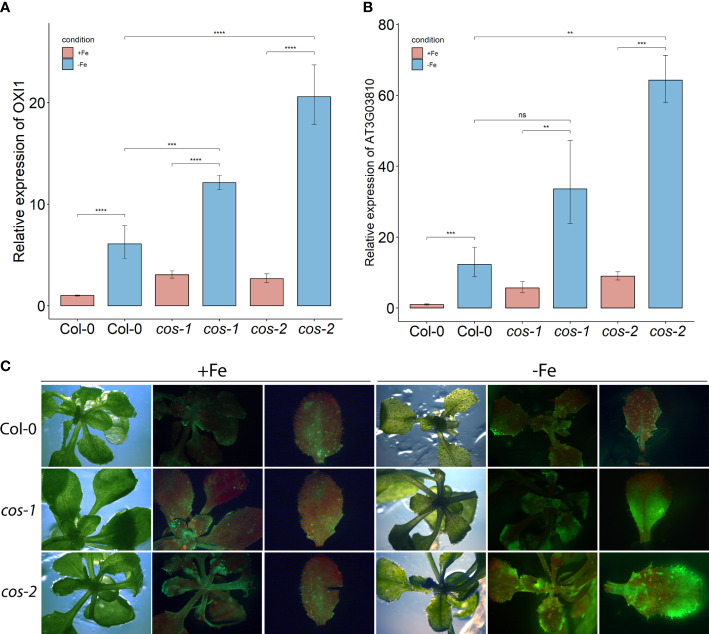
ROS in leaves of *cos* T-DNA mutants. RT-PCR of oxidative stress marker *OXI*1 **(A)** and singlet oxygen marker *AT3G0381*0 **(B)** in WT and *cos* mutant shoots. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to ACT2 (n=3). **(C)** Singlet oxygen detection in *cos* mutants by SOSG. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Seedlings were stained with SOSG and incubated under high light (500 µmol photons m^−2^ s^−1^) for 30 minutes. SOSG fluorescence is represented by green while chlorophyll autofluorescence is represented by red. * represents p-value ≤ 0.01, ** represents p-value ≤ 0.001, *** represents p-value ≤ 0.0001, **** represents p-value < 0.00001,, ns, not significant.

Next, we used the fluorescent stain Singlet Oxygen Sensor Green (SOSG; Invitrogen) to detect singlet oxygen production in *cos* mutants. Seedlings were vacuum infiltrated in the dark with SOSG, followed by a brief incubation under high light and subsequently imaged using a stereomicroscope. In WT plants, fluorescence from SOSG was barely detectable in either Fe-sufficient or deficient conditions. No fluorescence was detected in control plants that were infiltrated with buffer alone (**Supplemental Figure 5**). For the *cos* mutants, the fluorescence was similar to WT in Fe-sufficient conditions, but markedly brighter when plants were grown without iron, indicating that *cos* mutants accumulate high levels of singlet oxygen during Fe-deficiency (**Figure 5C**).

The transcription factors *bHLH105*/*ILR3* and *PYE* were specifically shown to be required for photoprotection during Fe-deficiency and prevent accumulation of singlet oxygen (Akmakjian et al., 2021). *PYE* expression is altered in *cos* mutants (**Figure 7A**), where it is not strongly induced by iron deficiency. Expression of *ILR3/bHLH105* is also altered in *cos* mutants, where basal expression levels are slightly, but significantly reduced (**Figure 7C**)

### COS has small regions of sequence complementarity with several iron deficiency genes

While analyzing the *COS* locus, we noticed an approximately 600 bp region within *COS* that had small (17-20 nt) sites of sequence complementarity to several well-known Fe-deficiency response genes (*bHLH38, bHLH39, bHLH100, bHLH101, bHLH105/ILR3, bHLH115, BTSL1, FSD1, IMA1, PYE* and *VIT1*; **Figure 6**; Liang, 2022). 

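Each bar drawn in Fig. 6 was placed on TAIR10.1 with the axis of the figure, and the 18 nt window within 5 nt of the bar that pairs best with the mRNA of the named gene was sought on both strands, without gaps, counting 0.5 for a G:U pair and 1 for any other mismatch. Identical pairing was found at none of the 13 drawn sites. *bHLH38*, *bHLH39* and *bHLH100* share one window on chromosome 1, from 4662851 to 4662868, and an sRNA of that window from the *COS* strand would have the sequence GAAGACAAGAACGGCCAA. It has 14 of 18 Watson-Crick pairs with the mRNA of each, with a penalty of 4 for *bHLH38* and *bHLH39* and of 3.5 for *bHLH100*, and in all 3 mRNAs the site lies in the coding sequence. The windows of *BTSL1* (4662760 to 4662777), *IMA1* (4662768 to 4662785) and *FSD1* (4662793 to 4662810) have 14 of 18 pairs with an sRNA from the *COS* strand and penalties of 3.5, 3.5 and 4. Their sites are in the coding sequence of *BTSL1*, the 5′ UTR of *IMA1* and the 3′ UTR of *FSD1*. For *bHLH115* (4662951 to 4662968) and *bHLH101* (4662981 to 4662998), 13 of 18 bases pair, and an sRNA from either strand has the same penalty, 4 and 5. For *VIT1* (4662826 to 4662843), *PYE* (4663205 to 4663222) and *ILR3* (4663303 to 4663320), the better pairing is with an sRNA from the strand opposite *COS*, with penalties of 3.5, 4.5 and 3.5 against 4.5, 6 and 4.5 for an sRNA from the *COS* strand. The scores of the target prediction server used in the methods were not used here.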

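The bars drawn for *PHT4;4* (AT4G00370) in Fig. 6 led to a single 18 nt window, on chromosome 1 of TAIR10.1 from 4663378 to 4663395. An sRNA of this window from the *COS* strand, GCAAAGACGAAAAGAUGA, has 16 of 18 Watson-Crick pairs with UCGUCUUUUCUUCUUUGC in the coding sequence of *PHT4;4*, in exon 3, on chromosome 4 from 165435 to 165452. Its penalty of 1.5 is the lowest among the 12 genes drawn in the figure.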

*COS* also contains two overlapping sites with sequence complementarity for the *PHT4;4* gene, which is required for phosphate-deficiency induced inhibition of iron chlorosis (Nam et al., 2021; **Figure 6**). Since lncRNAs can produce sRNA, apparently through Dicer activity (Ma et al., 2014), we performed small RNA sequencing (sRNAseq) data from iron deficient and iron sufficient shoots, and discovered that there are small RNAs (sRNAs) generated, apparently from the larger *COS* transcript, that might target these Fe-deficiency genes, ultimately affecting their expression. 

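For this sRNA-seq experiment, the methods describe plants grown for 14 days with iron, transferred for 3 days to medium with or without iron, and then for 24 hours to medium without iron (-Fe) or with iron (+Fe and Fe resupply). For the second medium the paper gives 0.5X MS, whereas the sample labels give MS without a strength. The labels also carry a growth protocol for plants on soil, and the media of the methods were taken as those used. Total RNA of shoots was made into libraries, and 3 biological replicates of each condition were sequenced. The authors trimmed the reads with Cutadapt and had ShortStack define and quantify sRNA loci. They deposited a table of log2 normalized values, with 29053 clusters, 326 annotated miRNAs and 3792 sequences without a position. Read totals per library are not part of the table, so the depth is unknown. The sum of the back-transformed values lay between 8503760 and 9831410 per library, which is not a number of reads. Replicates of a condition had Pearson correlations across features between 0.994 and 0.996. The cluster coordinates were compared with TAIR10.1, where 26376 of 28897 nuclear clusters (91.3%) contain their most abundant RNA exactly. The values were used as deposited, and 12 features with one value in all libraries were left out.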

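One deposited cluster, Cluster_23029, overlaps the span of the *COS* primers. It lies on chromosome 1 of TAIR10.1 from 4662142 to 4663467, is 1326 nt wide, overlaps AT1G13608 and AT1G13609, and covers all windows found at the drawn target sites. The table gives no strand for it and no positions of single reads. Its most abundant RNA is listed as AGACUGUGAAACUGCGAG, with a length of 18 nt. This sequence has no exact match within the cluster. The nearest, on the *COS* strand from 4662964 to 4662981, is AGACUCUGAAACUGCGAG, which differs by G6C, counted from 1 at the 5′ end of the listed RNA. The same RNA differs by G18A from a stretch of the 18S rRNA genes AT2G01010 and AT3G41768, and its opening 17 nt occur at 2 sites in the reference, both in 18S rRNA. The table does not separate reads of these origins.

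**Figure D1:**
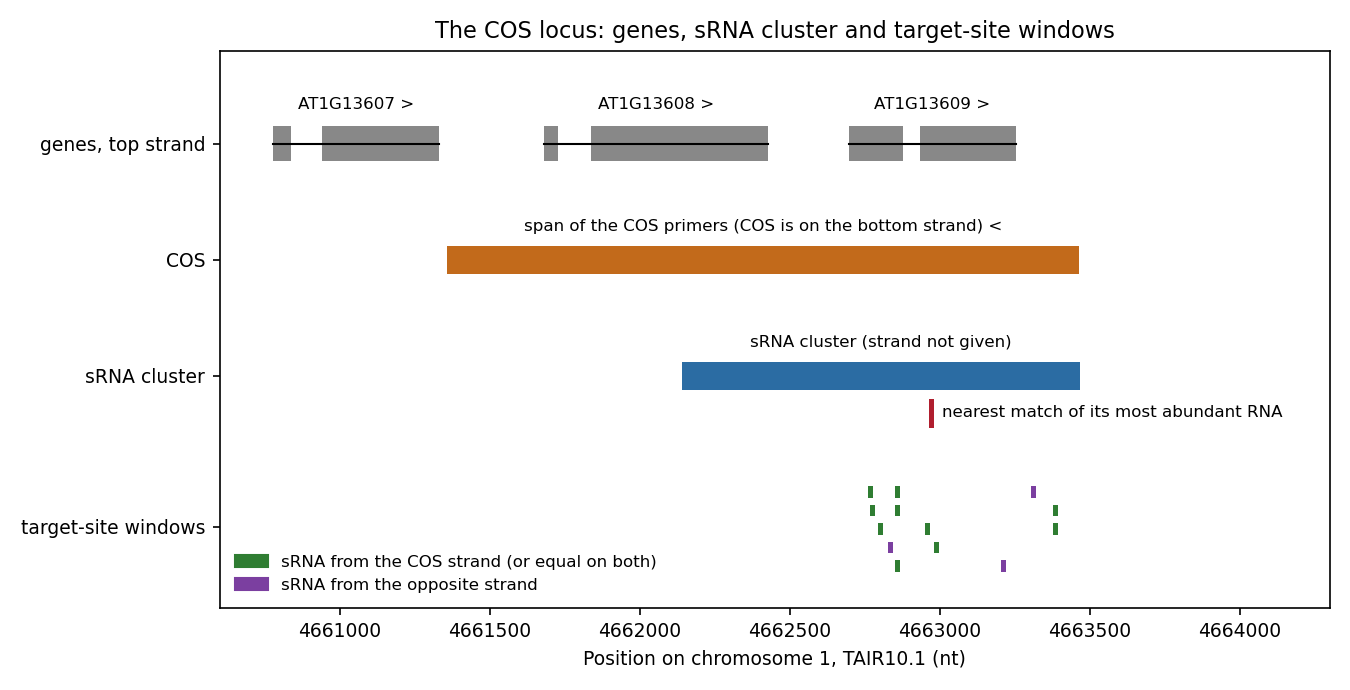
Map of the *COS* locus on chromosome 1 of TAIR10.1, with positions in nt on the x axis. Grey boxes are exons of the genes on the top strand (the transcripts of AT1G13609 are drawn together), the orange bar is the span of the *COS* primers from 4661359 to 4663464, and the blue bar is the sRNA cluster from 4662142 to 4663467. The red mark is the nearest match of its most abundant RNA, and the short marks at the bottom are the 18 nt windows at the 13 drawn sites, all of which lie within the cluster.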

The number of sRNAs emanating from *COS* is markedly increased during iron deficiency, and the sRNAs mapping to *COS* do not come from specific positions, and lack the distinctive, phased configuration characteristic of phasiRNAs (Liu et al., 2020; **Figure 6**) Instead, they map to a variety of apparently unphased and overlapping positions, many of which contain the small regions of sequence complementarity to Fe-deficiency response genes noted above (**Figure 6**).

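The log2 normalized value of the sRNA cluster at *COS* was 5.98 ± 0.62 (SD, n = 3) in -Fe, 4.70 ± 0.19 (SD, n = 3) in +Fe and 4.68 ± 0.09 (SD, n = 3) in Fe resupply. In limma's fit over all features, the log2 fold change between -Fe and +Fe was 1.28 (standard error 0.19, adjusted p = 0.00153). On the scale of log2(back-transformed value + 1), the difference between -Fe and +Fe was 1.25, a ratio of 2.38. Each -Fe library lay above each +Fe library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The difference depended most on -Fe replicate 2, whose value of 6.69 was the highest of the 9 libraries. Without that replicate the difference was 0.90, and it still exceeded the SD of +Fe. Between Fe resupply and +Fe the difference was -0.01, smaller than the spread between replicates (two-sided exact permutation test, p = 1). In Fe resupply the cluster fell by 1.26 against -Fe, and each library lay below each -Fe library (two-sided exact permutation test, p = 0.1). The values cover both strands, and the most abundant RNA listed for the cluster matches 18S rRNA as closely as it matches *COS*. Positions, strands and sizes of single reads are not in the deposited table, so the phasing shown in Fig. 6 was not analysed here. The paper states that sRNAs from *COS* increase during iron deficiency. It also states that they lack the configuration of phasiRNAs and map instead to varied, overlapping positions (Fig. 6). It proposes that they might target Fe-deficiency genes with complementary sites.

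**Figure D2:**
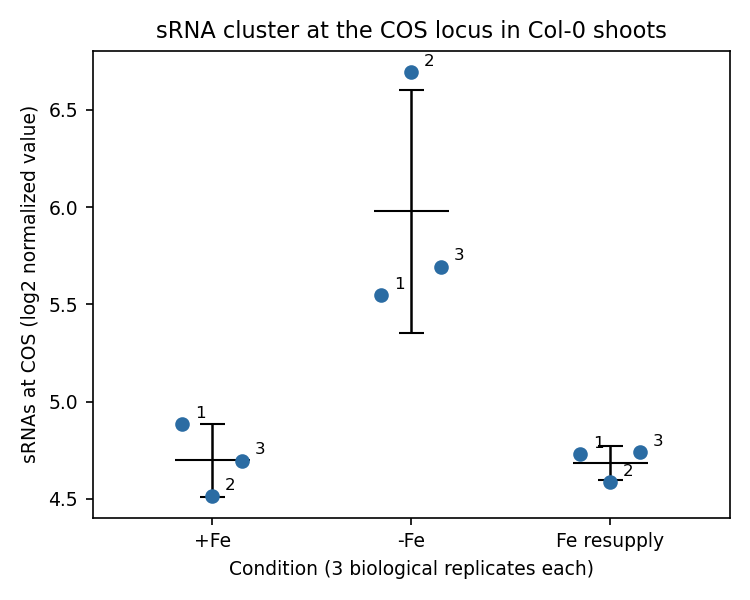
Log2 normalized value (y axis) of the sRNA cluster at *COS* in Col-0 shoots by condition (x axis). Points are biological replicates with their number, long lines are means and error bars are SD (n = 3). The -Fe replicates lie between 5.55 and 6.69, above the highest +Fe replicate at 4.88 and the highest Fe resupply replicate at 4.74.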

**Figure 6:**
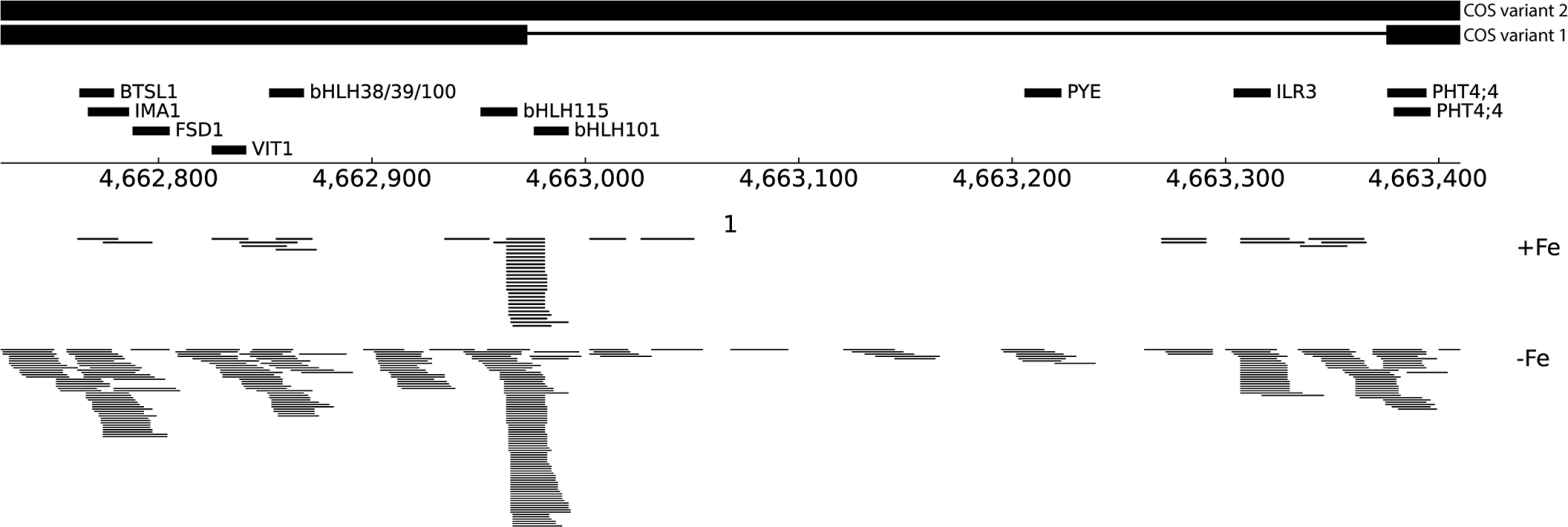
Small RNA reads at the *COS* locus. Schematic representation of an ~600 bp region within *COS* that shares sequence complementarity to several Fe-deficiency genes, indicated with thick black lines labeled with putative target genes. At bottom, sRNAseq reads mapping to COS are shown from both +Fe and -Fe samples.

We checked the expression of some of these targets to test if their expression levels are affected in *cos* mutants. *bHLH105*/*ILR3* expression, like the expression of other bHLH subgroup IVc transcription factors, is not affected by Fe-deficiency (Li et al., 2016), but as already noted, *bHLH105*/*ILR3* expression is reduced in *cos* mutant plants (**Figure 7C**) Thus, *COS* does not seem to repress *bHLH105*/*ILR3* expression. However, basal (+Fe) expression of the *PYE* gene is higher in cos mutants, as might be expected if *COS* repressed its expression. *PYE* mRNA levels normally increase during iron deficiency (Rodríguez-Celma et al., 2013), but *cos* mutant shoots failed to induce *PYE* expression under Fe-deficiency (**Figure 7A**). The pattern of expression of *bHLH101* was similar to that of *PYE*—*bHLH101* expression was higher in cos mutants grown on +Fe, but the normal iron deficiency induced increase in *bHLH101* expression was attenuated (**Figure 7B**). Expression levels of *IMA1* and *BTSL1* were not different from WT under Fe-sufficient conditions, but, similar to *PYE* and *bHLH101*, their expression was attenuated during iron deficiency (**Figures 7D, E**). We did not see any difference in expression of *bHLH38* in *cos* mutant shoots compared to WT under Fe-sufficient or deficient conditions (**Figure 7F**).

**Figure 7:**
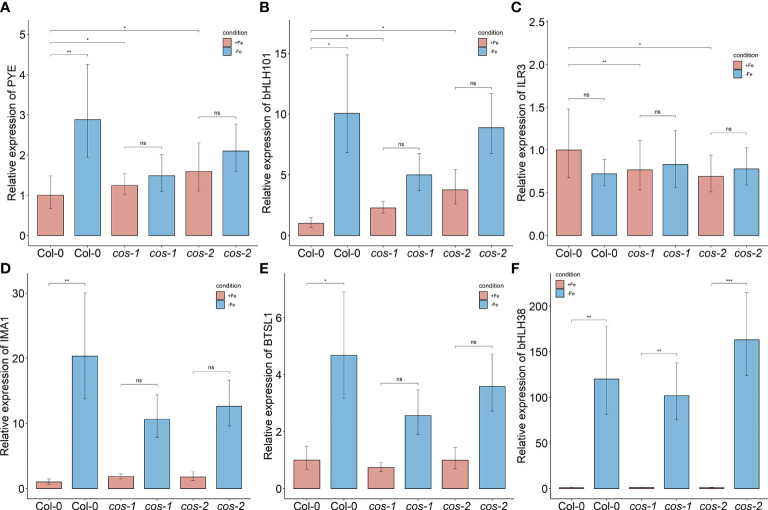
Expression of iron deficiency regulated genes in *cos* mutants. Expression levels of *PYE* **(A)**, *bHLH101* **(B)**, *ILR3/bHLH105* **(C)**, *IMA1* **(D)**, *BTSL1* **(E)**, and *bHLH38* **(F)** transcripts in WT shoots and roots. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n = 3). * represents p-value ≤ 0.01. ** represents p-value ≤ 0.001, *** represents p-value ≤ 0.0001, ns, not significant.

## Discussion

In this study, we have identified a previously unannotated iron-regulated long non-coding RNA gene that we named *CAN OF SPINACH* (*COS*). It is possible that previous gene expression studies could have misidentified the genes on the opposite strand (AT1G13608 and/or AT1G13609) as iron-regulated, and that the truly iron-regulated mRNA from the locus is actually the *COS* lncRNA (Rodríguez-Celma et al., 2013; Naranjo-Arcos et al., 2017; Bastow et al., 2018; Nam et al., 2021; Peixoto et al., 2021). We detected a spliced and an unspliced variant of *COS* in whole shoots of Arabidopsis, both of which were polyadenylated (**Figure 1C**).

*cos* mutant plants have phenotypes that suggest abnormalities in iron homeostasis. They have reduced levels of iron in their shoots and seeds, which indicates that they are not taking up normal amounts of iron from the soil. In addition, and contrary to the expectation for a plant with lowered iron in tissues, the mutants have elevated chlorophyll levels (**Figure 4A**). This indicates that the plants are not responding to low shoot iron levels in a typical way. The roots of *cos* mutants also have abnormal growth, albeit only during iron deficiency. The *cos* roots are long compared to WT roots when they are grown without iron in the medium (**Figures 4B, C**). This phenotype can be interpreted in two ways. In one view, when iron is not available, root growth simply cannot continue owing to the lack of iron *per se*. However, it is possible that reduced root growth during iron deficiency is a low-iron-induced developmental program intended to protect the plant and reserve accumulated iron for more critical functions. The high chlorophyll/low iron phenotype of the mutant could be interpreted in a similar way: WT plants may reduce chlorophyll levels as an iron economy measure, when iron in the shoots is low. In *cos* mutants, that iron economy measure may have been disrupted, and the mutants produce high amounts of chlorophyll in spite of the low levels of iron in the shoots. If this view is correct, then the *cos* phenotypes could be interpreted as a failure of the plant to make normal adaptive growth alterations during iron deficiency. Since *cos* mutants seem to fail to adapt normally to iron, we considered whether *cos* mutants might have a reproductive penalty, and they do. The individual seed weight is lower in both *cos* mutants (**Figure 3D**), which could indicate minor problems with seed development. However, seed number was not strongly affected in the mutants.

Our singlet oxygen findings also support the idea that *cos* mutants do not adapt well to iron deficiency. One of the ways that Arabidopsis adapts to low iron is by changing gene expression to lessen the potential for photooxidative damage that occurs during iron deficiency (Akmakjian et al., 2021). Increased gene expression from the generic oxidative stress marker *OXI1* and *At3g01830*, which is specifically induced by singlet oxygen, indicate that *cos* plants have increased singlet oxygen (**Figures 5A, B**), and direct histochemical staining for singlet oxygen indicates *cos* mutant plants are less able to prevent accumulation of singlet oxygen during iron deficiency. We speculate that this phenotype may reflect the inability of *cos* mutants to induce expression of *PYE*, and/or their lowered basal level of *BHLH105/ILR3* expression (**Figures 7A, C**). Both *PYE* and *BHLH105/ILR3* are required for this adaptation to low iron.

As part of this study, we performed a whole transcriptome analysis of Arabidopsis shoots under iron sufficient, deficient and resupplied conditions. We have compared our shoot iron transcriptome data to a publicly available root iron transcriptome (Rodríguez-Celma et al., 2013). When iron deficiency induced genes are compared between shoots and roots, we see that 20% of the transcripts are upregulated in both tissues. This indicates that shoots display a distinct response to Fe deficiency. Surprisingly, though, among the 20% that are up-regulated in both shoots and roots, the majority were key members of the root iron deficiency response. In roots, these ultimately affect expression of genes like *IRT1* and *FRO2* that have direct roles in iron uptake from the soil. These include *bHLH38/39/100/101* (Wang et al., 2007; Yuan et al., 2008), *and, PYE* (Long et al., 2010). The function of these genes in shoots is largely unexplored, and their downstream targets are of considerable interest as components of the iron deficiency response of above ground tissues, which may include both adaptive responses (Akmakjian et al., 2021) and signaling of iron status through the plants (Grusak and Pezeshgi, 1996; Mendoza-Cózatl et al., 2014; Zhai et al., 2014; Kumar et al., 2017). Other known iron related genes included iron reductases (*FRO2*, *FRO3)* and transporters (*OPT3*, *NRAMP4* and *ZIF1)*, the *NAS4* gene that produces the metal chelator nicotianamine, and the genes encoding *IMA1/2/3* peptides that regulate *BTS* (Grillet et al., 2018; Li et al., 2021) and potentially, *BTSL1* (Lichtblau et al., 2022).

About half of the iron deficiency induced transcripts in leaves decreased their expression after 24 hours of iron resupply. Among the 73 transcripts with ‘rapid response to resupply’, 20 transcripts are among the key iron deficiency response genes discussed above. Interestingly, for these 20 transcripts involved in iron deficiency response, their expression levels went down to basal levels after iron was resupplied. Only about 25% of the transcripts (21 out of 85) that were downregulated during iron deficiency responded rapidly to iron resupply. Interestingly, among these 21 transcripts chloroplast localized transcripts were highly abundant and these transcripts were involved in metabolism and photosynthesis. This might indicate how quickly photosynthesis is recovered after a period of iron deficiency.

In addition to mRNA sequencing of Arabidopsis shoots, we carried out sRNA sequencing of whole shoots under Fe-sufficient and deficient conditions. We noticed the presence of sRNAs that appear to emanate from the *COS* locus, and that are much more abundant in plants grown under iron deficiency. 

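Of the 33159 sRNA features compared between -Fe and +Fe, 31 had an adjusted p from limma at most that of the *COS* cluster, itself included. Among those that passed the FDR and fold change limits, the rise at *COS* ranked 4 in size. Among the 130 clusters that overlap a transcript listed as upregulated in Supplemental Data 1, the cluster at *COS* had the largest log2 fold change, against a median of 0.28. The decrease at *COS* in Fe resupply against -Fe was the largest among the features that passed the same limits.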

While searching for putative targets of these sRNAs, we found small regions of sequence complementarity to several important Fe-deficiency-induced genes (*bHLH38, bHLH39, bHLH100, bHLH101, bHLH105/ILR3, bHLH115, BTSL1, FSD1, IMA1, PYE* and *VIT1*) (**Figure 6**). This surprising finding led us to speculate that the sRNAs might affect the expression of these putative targets. However, analysis of the expression of the putative targets of some of these sRNAs indicated that most are not repressed by *COS*. Thus, while it is possible that the sRNAs have a regulatory function, it remains unclear at this time.

Alternatively, *COS* might affect expression of these putative targets through its secondary structure. lncRNAs can form secondary structures that bind genes in trans and affect their expression (Chen et al., 2021; Wierzbicki et al., 2021). Within these secondary structures, lncRNAs can have domains where base-pairing probabilities are increased, raising the possibility that the ~600 bp region of *COS* that contains complementary sequences for several iron homeostasis genes could be a biologically active region within the secondary structure of *COS* transcript. Interaction between the *COS* lncRNA and its targets could then affect the expression of these genes. Further investigation of the mechanism of *COS* lncRNA function should shed new light on the processes by which plants adapt to iron deficiency.

We particularly examined putative *COS* targets whose expression is associated with Fe-deficiency responses. Expression of some of these putative targets showed downward trends in expression in *cos* mutants, or failed to be fully induced during iron deficiency. We noted that putative target genes *PYE*, and *bHLH101* display higher expression during iron sufficient growth of *cos* mutants. This is consistent with the possibility that *COS* negatively regulates their expression. However, *PYE* and *bHLH101*, which are both normally up-regulated during iron deficiency, both seem to have dampened iron deficiency responses in *cos* mutants. This may indicate a secondary effect in which gene expression is indirectly changed in *cos* mutants, perhaps owing to alterations in expression of upstream regulators like *PYE* and/or *ILR3/bHLH115*.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: GEO dataset, GSE209595.

## Author contributions

EW conceived the original idea. AB carried out the experiments, analysed the data. AB and EW wrote the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by grant from the National Science Foundation (NSF-IOS-1754966).

## Acknowledgments

We thank Chris Phillips and Dan Jones at the UMass Morrill Greenhouses, for assistance with plant husbandry.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CAN OF SPINACH, a novel long non-coding RNA, affects iron deficiency responses in Arabidopsis thaliana
**Source:** Front Plant Sci. 2022 Oct 5;13:1005020. doi: 10.3389/fpls.2022.1005020
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

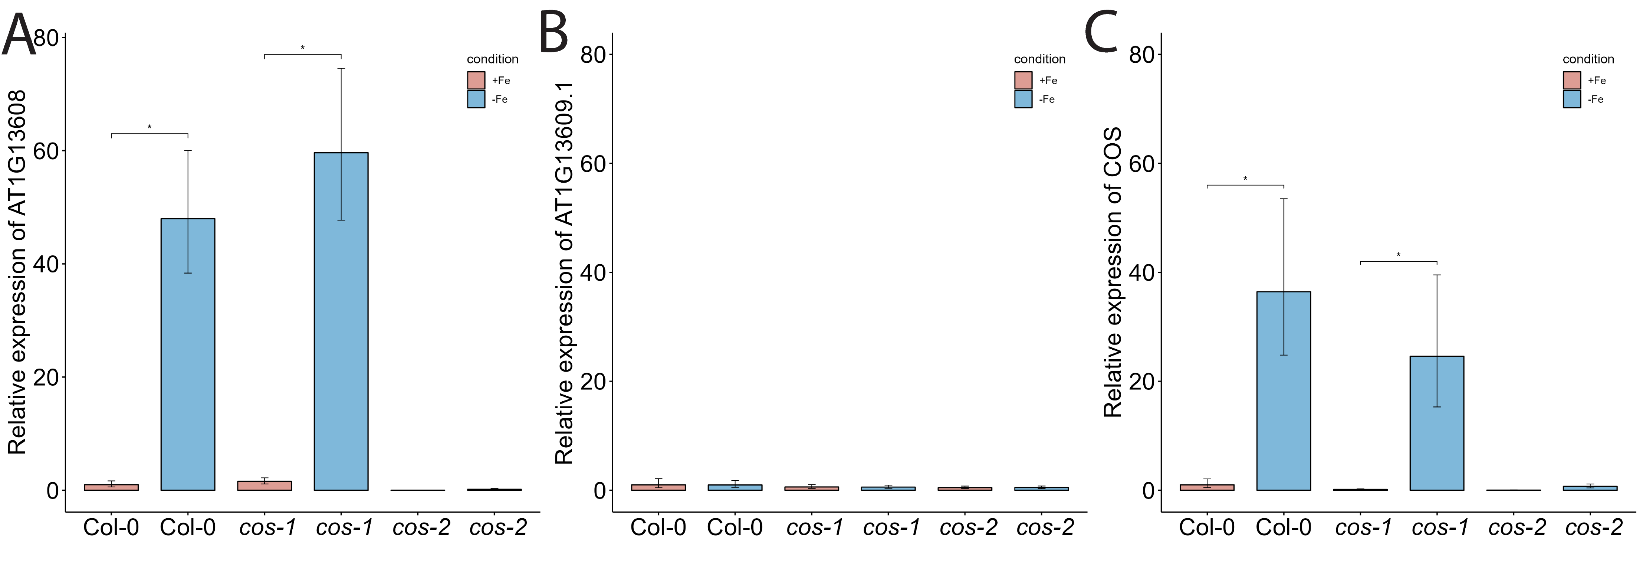

**Supplementary Figure 1.** Expression of genes in the *COS* locus in WT and *cos* mutants. Relative expression levels of AT1G13608 (A), AT1G13609 (B) and *COS* (C) in shoots of WT and cos mutants. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n=3).

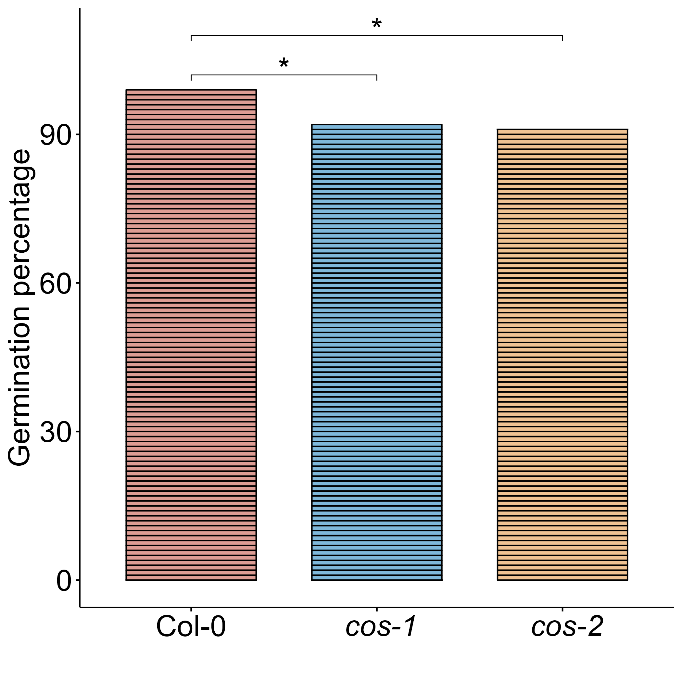

**Supplementary Figure 2.** Germination rate of WT and *cos* mutants. 100 seeds from each genotype were grown on 1/2X MS agar with 50 μM Fe-EDTA for four days and scored based on the emergence of hypocotyl.

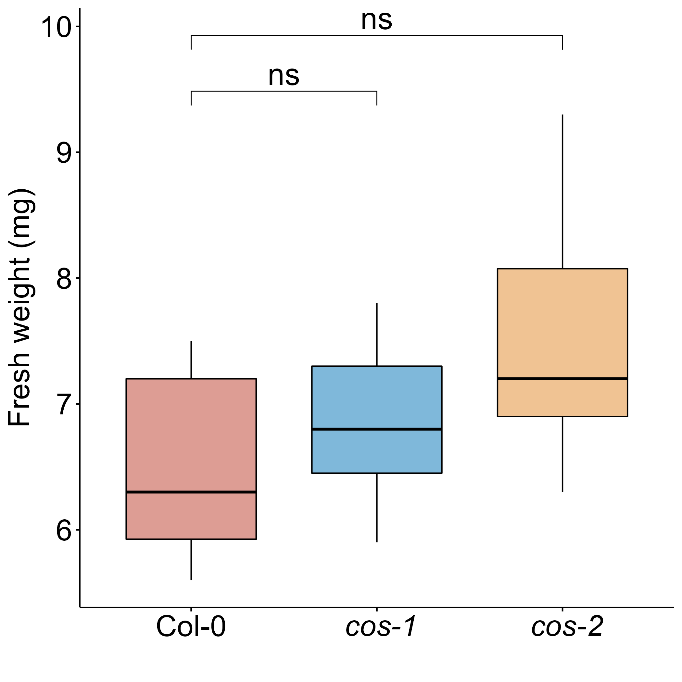

**Supplementary Figure 3.** Fresh weight of WT and *cos* mutants. Fresh weight of shoot systems of plants grown on soil for 14 d (n=6).

**
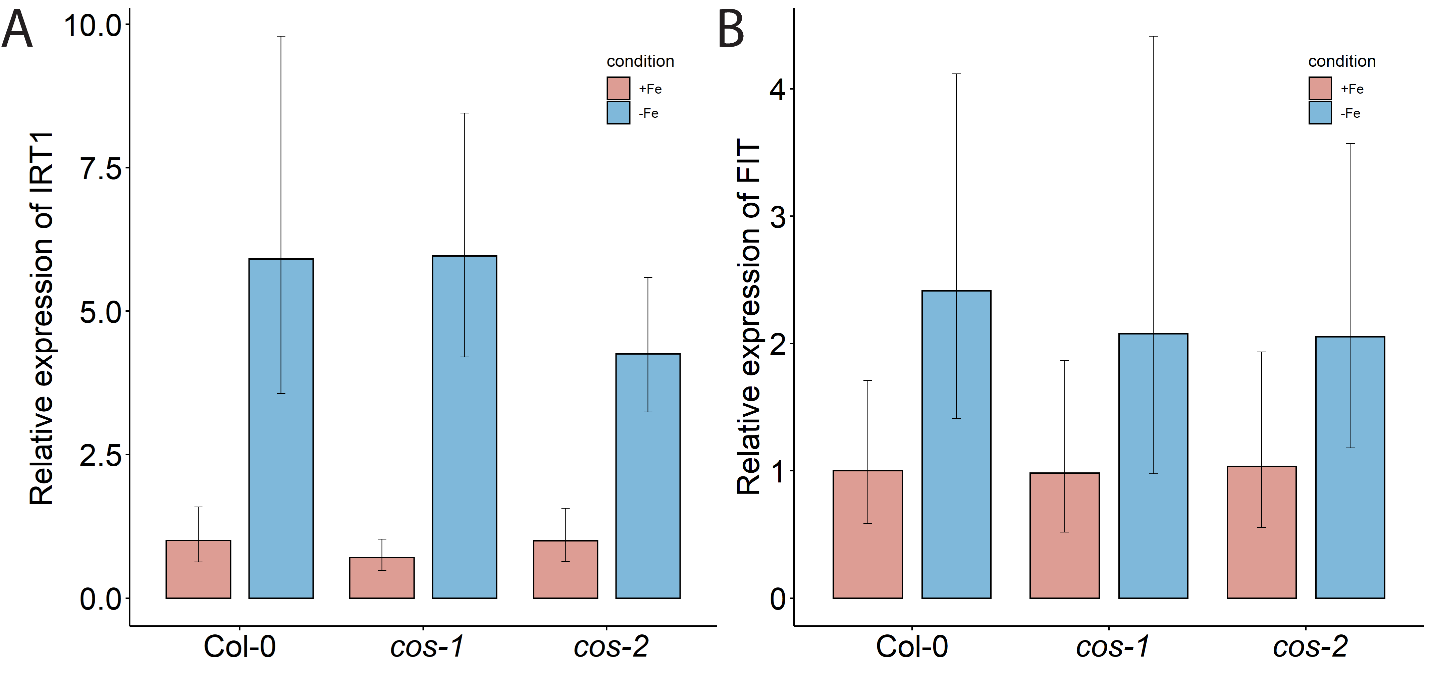
**

**Supplementary Figure 4.** Iron deficiency regulated gene expression in *cos* mutant roots. Relative expression levels of *IRT1* (A) and *FIT* (B) in roots of WT and *cos* mutants. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. Bars represent means ± SD of relative transcript levels normalized to *ACT2* (n=3).

**
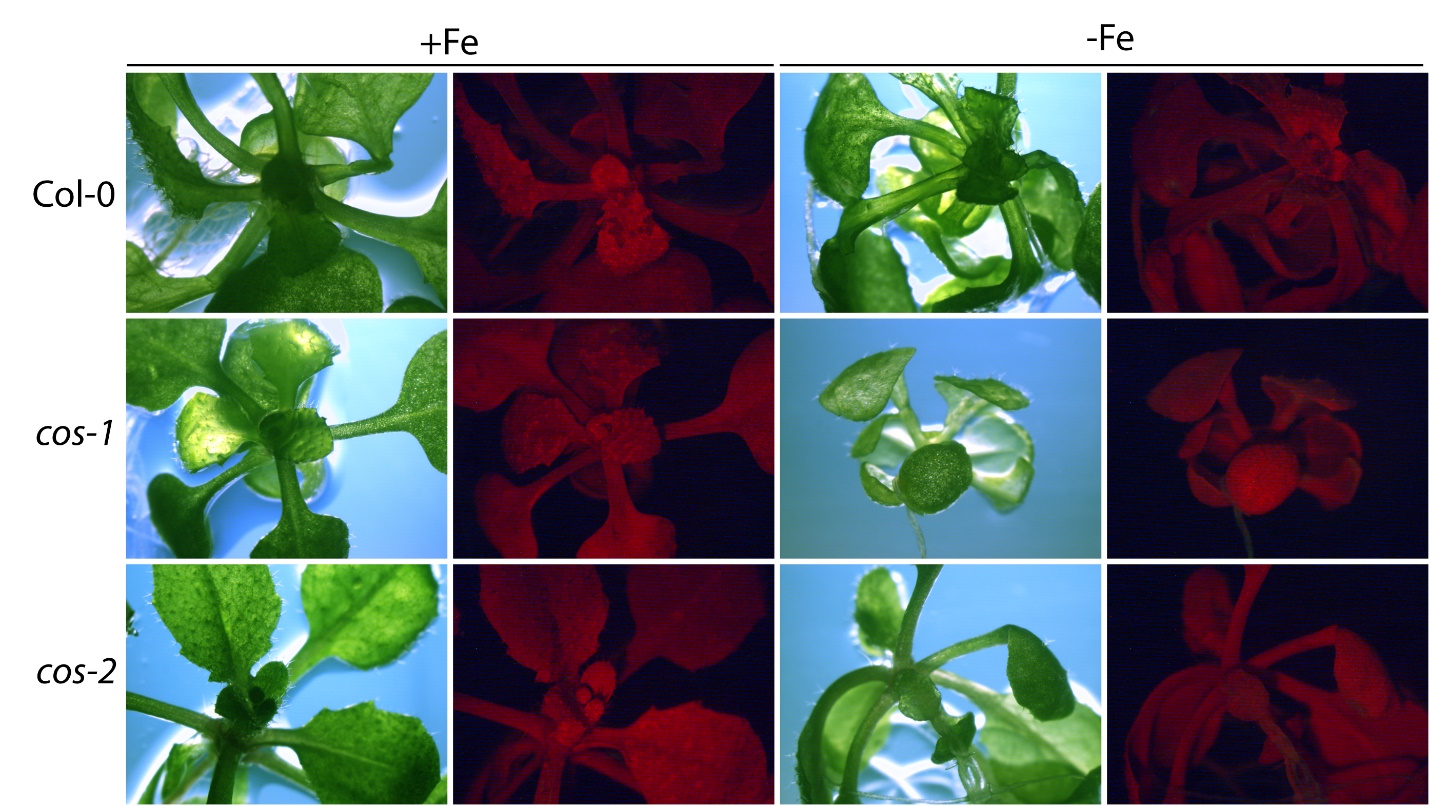
**

**Supplementary Figure 5.** Negative controls for SOSG treatment. Seedlings were grown on 1/2X MS agar with 50 μM Fe-EDTA for 14 d followed by a growth period of 3 d either on Fe-sufficient or Fe-deficient MS agar medium. WT and *cos* mutants were infiltrated with 50 mM phosphate buffer (pH 7.0), incubated under high light for 30 minutes and analyzed simultaneously with negative controls.

**Supplementary Table 1.** Sequences of primers used in this study

| Name | Sequence (5’ → 3’) | Reference |
| --- | --- | --- |
| COS-R1 | GGCTTCTTCTCATCCAGTTTACAAGC | This study |
| COS-F1 | GGCAACGAAACTTTCTGGACC | This study |
| COS-F2 | ACTCTCTACTTAACCATCATGCCCC | This study |
| COS-R3 | CGGTTGGATTGTTGGTTTCTGCT | This study |
| qRT-COS-F (5' end) | TGGCTTCTTCTCATCCAGTTT | This study |
| qRT-COS-R (5' end) | ACGTCATCTTTTCGTCTTTGCA | This study |
| qRT-COS-F (3’ end) | AGGTGTCCTAAGAATCTATGGCT | This study |
| qRT-COS-R (3’ end) | TCATTAACCACGTAACCGACACT | This study |
| qRT8-F (AT1G13608) | TCTCATCTCTGCTTGATCCTTT | This study |
| qRT8-R (AT1G13608) | GGATTTAATCACTAGTGGCAGTTT | This study |
| qRT9-F (AT1G13609.1) | TGTCTTCACAGCGACTGTTTCAG | This study |
| qRT9-R (AT1G13609.1) | GTGAGATTGTGACCTCACCCTTCC | This study |
| ACT2-forward | GCTGAGAGATTCAGATGCCCA | (Kumar et al., 2017) |
| ACT2-reverse | GTGGATTCCAGCAGCTTCCAT | (Kumar et al., 2017) |
| IRT1-forward | ACTTCAAACTGCGCCGGAAGAATG | (Kumar et al., 2017) |
| IRT1-reverse | AGCTTTGTTGACGCACGGTTC | (Kumar et al., 2017) |
| FER1-forward | CAACGTTGCTATGAAGGGACTAGC | (Kumar et al., 2017) |
| FER1-reverse | ACTCTTCCTCCTCTTTGGTTCTGG | (Kumar et al., 2017) |
| FIT-forward | TTTTCGCGGTATCAATCCTC | (Oh et al., 2016) |
| FIT-reverse | GGTATGTGTCCGGAGAAGGA | (Oh et al., 2016) |
| OXI1-forward | ACGACGCTAAATTGCTTGCT | (Akmakjian et al., 2021) |
| OXI1-reverse | CCGTGAAGAGACGGAAAGAG | (Akmakjian et al., 2021) |
| AT3G03810-forward | GCTTTGACAAGAGCCACCAA | (Akmakjian et al., 2021) |
| AT3G03810-reverse | CTACTGCACGTTTGCCAGACTT | (Akmakjian et al., 2021) |
| PYE-forward | CAGGACTTCCCATTTTCCAA | (Tissot et al., 2019) |
| PYE-reverse | CTTGTGTCTGGGGATCAGGT | (Tissot et al., 2019) |
| ILR3-forward | GCAACCTATTGGTGTTTCTTCTAACTC | (Tissot et al., 2019) |
| ILR3-reverse | CCAGGTTCTTTGCTAGCTTCTGA | (Tissot et al., 2019) |
| bHLH38-forward | AGCAGCAACCAAAGGCG | (Wang et al., 2007) |
| bHLH38-reverse | CCACTTGAAGATGCAAAGTGTAG | (Wang et al., 2007) |
| bHLH101-forward | CAGCTGAGAAACAAAGCAATG | (Akmakjian et al., 2021) |
| bHLH101-reverse | CAGTCTCACTTTGCAATCTCC | (Akmakjian et al., 2021) |
| IMA1-forward | ATGTCTTTTGTCGCAAACTT | (Mankotia et al., 2022) |
| IMA1-reverse | CACCACCATTCTCACTATATG | (Mankotia et al., 2022) |
| BTSL1-forward | GGCAATGAAGATGGATTTGG | (Mankotia et al., 2022) |
| BTSL1-reverse | TCATATGGAACCGTTGCTGA | (Mankotia et al., 2022) |

**Supplementary Table 2.** List of GO terms for Fe upregulated genes that have rapid response to Fe resupply

| GO biological process complete | # | # | expected | Fold Enrichment | P value |
| --- | --- | --- | --- | --- | --- |
| cellular response to iron ion starvation | 8 | 5 | .03 | > 100 | 3.09E-06 |
| regulation of iron ion transport | 7 | 3 | .03 | > 100 | 2.05E-02 |
| response to iron ion starvation | 16 | 4 | .06 | 64.09 | 3.04E-03 |
| cellular response to hypoxia | 239 | 23 | .93 | 24.67 | 2.58E-21 |
| cellular response to ethylene stimulus | 96 | 6 | .37 | 16.02 | 9.09E-03 |
| systemic acquired resistance | 116 | 6 | .45 | 13.26 | 2.56E-02 |
| response to molecule of bacterial origin | 117 | 6 | .46 | 13.15 | 2.69E-02 |
| response to chitin | 308 | 15 | 1.20 | 12.48 | 6.91E-09 |
| indole-containing compound metabolic process | 182 | 8 | .71 | 11.27 | 2.47E-03 |
| response to salicylic acid | 440 | 14 | 1.72 | 8.16 | 8.28E-06 |
| defense response to fungus | 702 | 19 | 2.74 | 6.94 | 1.34E-07 |
| response to wounding | 815 | 22 | 3.18 | 6.92 | 3.30E-09 |
| regulation of defense response | 744 | 19 | 2.90 | 6.55 | 3.48E-07 |
| response to oxidative stress | 613 | 15 | 2.39 | 6.27 | 6.62E-05 |
| defense response to bacterium | 1029 | 21 | 4.01 | 5.23 | 1.78E-06 |
| hormone-mediated signaling pathway | 930 | 15 | 3.63 | 4.13 | 1.17E-02 |
| response to water deprivation | 1000 | 16 | 3.90 | 4.10 | 5.97E-03 |
| regulation of DNA-templated transcription | 2184 | 23 | 8.52 | 2.70 | 3.28E-02 |

**Supplementary Table 3.** List of GO terms for Fe upregulated genes that don’t have rapid response to Fe resupply

| GO biological process complete | # | # | expected | Fold Enrichment | P value |
| --- | --- | --- | --- | --- | --- |
| removal of superoxide radicals | 11 | 3 | .02 | > 100 | 2.69E-03 |
| cellular transition metal ion homeostasis | 65 | 4 | .09 | 44.42 | 7.72E-03 |

**Supplementary Table 4.** List of GO terms for Fe downregulated genes that have rapid response to Fe resupply

| GO biological process complete | # | # | [expected](http://go.pantherdb.org/tools/compareToRefList.jsp?sortOrder=2&sortList=upload_1&sortField=exp) | Fold Enrichment | P value |
| --- | --- | --- | --- | --- | --- |
| response to oxidative stress | 613 | 9 | 1.36 | 6.60 | 2.73E-02 |
| response to abiotic stimulus | 4114 | 23 | 9.15 | 2.51 | 3.79E-02 |

**Supplementary References**

Akmakjian, G. Z., Riaz, N., and Guerinot, M. L. (2021). Photoprotection during iron deficiency is mediated by the bHLH transcription factors PYE and ILR3. *Proc. Natl. Acad. Sci. U. S. A.* 118, e2024918118. doi: 10.1073/pnas.2024918118.

Kumar, R. K., Chu, H. H., Abundis, C., Vasques, K., Rodriguez, D. C., Chia, J. C., et al. (2017). Iron-nicotianamine transporters are required for proper long distance iron signaling. *Plant Physiol.* 175, 1254–1268. doi: 10.1104/pp.17.00821.

Mankotia, S., Singh, D., Monika, K., Meena, H., Meena, V., Yadav, R. K., et al. (2022). Elongated Hypocotyl 5 (HY5) regulates BRUTUS (BTS) to maintain Iron homeostasis in Arabidopsis thaliana. *bioRxiv*, 2022.04.26.489524. doi: 10.1101/2022.04.26.489524.

Oh, Y. J., Kim, H., Seo, S. H., Hwang, B. G., Chang, Y. S., Lee, J., et al. (2016). Cytochrome b5 Reductase 1 Triggers Serial Reactions that Lead to Iron Uptake in Plants. *Mol. Plant* 9, 501–513. doi: 10.1016/j.molp.2015.12.010.

Tissot, N., Robe, K., Gao, F., Grant-Grant, S., Boucherez, J., Bellegarde, F., et al. (2019). Transcriptional integration of the responses to iron availability in Arabidopsis by the bHLH factor ILR3. *New Phytol.* 223, 1433–1446. doi: https://doi.org/10.1111/nph.15753.

Wang, H. Y., Klatte, M., Jakoby, M., Bäumlein, H., Weisshaar, B., and Bauer, P. (2007). Iron deficiency-mediated stress regulation of four subgroup Ib BHLH genes in Arabidopsis thaliana. *Planta* 226, 897–908. doi: 10.1007/s00425-007-0535-x.

How the deposited data were processed for this re-analysis (not part of the article)

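Small RNA-seq was measured in shoots of Col-0 plants under 3 conditions, +Fe, -Fe and Fe resupply, with 3 biological replicates each. The 9 columns of values were given to conditions and replicates by their headers, which name the condition and a number from 1 to 3, and each number was taken as the biological replicate of the same number in the sample labels. The RNA-seq, qPCR, metal and staining experiments of the paper were not analysed here.

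The authors removed adapters with Cutadapt, defined and counted sRNA loci with ShortStack, and compared raw read counts with DESeq2. The values used here are the log2 normalized values they deposited, one per feature and library. Raw counts were not among the data used here. The deposited log2 values have the form of a regularized logarithm: they include negative numbers (from -2.15 to 21.61) and vary little between libraries at low abundance. The paper's text does not name the transformation. If the values are a regularized logarithm, fold changes on this scale understate the change of features with low abundance. The depth of the libraries is unknown, so no interval or detection limit was computed. The 10 features with the highest mean took between 70.1% and 73.6% of the back-transformed total in each library.

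The table has 33171 features, with no repeated identifier. Of these, 12 with one value in all libraries were left out and 33159 were tested, without another filter. The coordinates of nuclear clusters were checked by searching the most abundant RNA of each within its own interval of TAIR10.1, and mitochondrial coordinates were not used. A cluster was given to a gene or to *COS* when it overlapped it by at least 1 nt on either strand. The *COS* span was taken from the outermost *COS* primers of Supplementary Table 1 on TAIR10.1. The lists of iron-regulated transcripts are those of Supplemental Data 1: of 145 upregulated genes, 67 have at least 1 cluster (130 clusters), and of 83 downregulated genes, 38 have at least 1 (59 clusters). Gene symbols were taken from the reference annotation, and *BTSL1* and *IMA1* from Supplemental Data 1.

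Differences were tested with limma 3.58.1 in R 4.3.3, with one fit over all 9 libraries, eBayes with a trend on the mean, and Benjamini-Hochberg adjustment over all features tested. A feature passed with an FDR under 0.1 and a log2 fold change of at least 0.5 in size, the limits the authors give for DESeq2. DESeq2 was not run, as it needs raw counts, and the values used here are log2 normalized. The 3 comparisons were -Fe against +Fe, Fe resupply against +Fe and Fe resupply against -Fe. Sets of clusters were tested with limma's camera at an inter-gene correlation of 0.01, and the value reported is the median log2 fold change of the set minus that of the other features. The camera p treats clusters as nearly independent and is a description of these libraries. The abundance at *COS* was also compared as log2(sum of back-transformed values + 1) with a two-sided exact permutation test. The pairing of replicates was tried because each condition carries the same replicate numbers in the labels. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the other steps.

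The limma step was tested on simulated data with the size of the real table. Of 200 features changed by 1.5 on the log2 scale, 199 passed the threshold (99.5%), together with 9 of the unchanged ones, and a set of 100 features raised by 0.3 was found at 0.31. The changed features were drawn from those with a mean back-transformed value of at least 10, with independent normal noise. The simulation thus does not measure how well smaller changes, or changes of features with lower values, are found.

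Features named in the text were chosen by a rule set before the data were examined. They are the features in the *COS* span, those at the putative target genes that passed the threshold, and the features with the largest changes among those that passed and whose 3 libraries of one condition all lay above the 3 of the other. The 5 largest rises and the 5 largest falls were taken in -Fe against +Fe, and the 2 largest of each in the other comparisons. The miRNAs of the miR397, miR398, miR408 and miR857 families that are not among them were chosen after their values were seen. The alternatives, set before the data were examined except where stated, were other filters on low values, an added constant, median centring, quantile normalization, fits with only the conditions compared, eBayes without a trend, other thresholds, other spans and overlaps, the replicate number as a block, and each replicate left out in turn.

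Pairing at the sites drawn in Fig. 6 was computed on TAIR10.1 with the longest annotated mRNA of each gene, over windows of 18 nt. For comparison, each gene was set against 100 random mRNAs whose length was within 10% of its own, searched in the whole region and in the stretch around the drawn bar. Target prediction scores, read positions and read strands were not analysed here.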

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

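The tests of library scaling, of the other miRNAs and of paralogs for the miRNAs below were chosen only after the result was seen.

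The paper's text describes sRNAs at *COS* in +Fe and -Fe. It names no other sRNA that changed and gives no sRNA result for Fe resupply, so the values here are signals in data it does not report on. Under the FDR and fold change limits of the methods, 167 features passed in -Fe against +Fe (89 higher, 78 lower). In Fe resupply, 42 passed against +Fe (11 higher, 31 lower) and 175 against -Fe (17 higher, the others lower). These are counts of features, not of distinct RNAs. Of the 42 and the 175, 13 and 55 were sequences without a position, some of them length variants of each other. In the same order of comparisons, 7, 8 and 4 were miRNAs that were also counted as clusters. At an unadjusted p under 0.05 there were 2661, 2199 and 3653 features, against 1658 that chance gives. Of the 4 splits of the 6 libraries that part all same-numbered replicates, 1, the real one, gave as many features in each comparison, and it was also 1 of all 10 splits. The other 6 splits keep at least 1 same-numbered pair together. The largest count from another split was 5 for -Fe against +Fe, 31 for Fe resupply against +Fe and 2 for Fe resupply against -Fe. Groups of 3 libraries cannot give a share of splits under 0.1, so the share of splits by itself cannot tell the counts apart from a grouping that arose by chance. The gap to the nearest other split was wide in -Fe against +Fe and in Fe resupply against -Fe and small in Fe resupply against +Fe.

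In -Fe against +Fe, the largest rises outside *COS* were at Cluster_2311 (1.61), Cluster_24775 at PHI-1 (1.43), Cluster_21611 at TCH4 (1.38) and Cluster_27499 at PUP18 (1.24). Cluster_26749 at AT1G49260, on chromosome 1 of TAIR10.1 from 18225841 to 18226736, was among the largest falls, with a log2 fold change of -1.54 (standard error 0.25, adjusted p = 0.00322 from limma) from 7.14 ± 0.42 to 5.60 ± 0.51 (SD, n = 3 each). These 5 clusters passed the threshold under each alternative in which they were tested, the 6 fits without 1 library included, although median centring and quantile normalization move such values little. No biological explanation was tested for them.

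The other 4 of the 5 largest falls are 2 miRNAs that the table lists both as miRNA and as cluster. The value for ath-MIR398a was -1.59 in -Fe against +Fe, and Cluster_5179 at the same gene had -1.59. For ath-MIR398b it was -1.56, and for Cluster_16649 it was -1.56. In Fe resupply against +Fe, ath-MIR398a at -1.98 and Cluster_5179 at -1.98 had the largest falls. The miRNAs ath-MIR397a, ath-MIR397b, ath-MIR398c, ath-MIR408 and ath-MIR857, chosen after their values were seen, fell in both comparisons as well, with adjusted p from limma of at most 0.00781. The log2 fold changes of these 5 lay between -1.51 and -0.91 in -Fe against +Fe and between -1.84 and -0.92 in Fe resupply against +Fe. None of the 7 passed the threshold in Fe resupply against -Fe. The paper's Supplemental Data 1 lists the precursors of miR398c, miR408 and miR857 as downregulated by iron deficiency and not rapidly responding to resupply.

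Several technical explanations for the lower miRNA values after resupply were tested. Rescaling could not decide on library scaling, since the deposited values are already normalized, with library medians between 3.83 and 3.87. The 7 miRNAs shifted in Fe resupply against +Fe by at most 0.0054 under median centring and 0.18 under quantile normalization. The value nearest 0 was then -0.91. A single factor per library would shift the other miRNAs as well, yet the other 307 had a median log2 fold change of 0.021. Of these, 0 fell past the threshold and 1 rose, whereas the 7 miRNAs lay between -1.98 and -0.92. These values argue against such a factor as the cause for the 7 miRNAs. There was also no loss of miRNAs as a class. Among miRNAs with a single locus in the table, ath-MIR408 and ath-MIR857, the value nearest 0 was -0.92, so reads shared between paralogs do not account for the fall of these 2. For the miR397 and miR398 families this was not tested, and ath-MIR398b and ath-MIR398c have clusters with the same most abundant RNA, UGUGUUCUCAGGUCACCCCUG. The share of the total taken by the 10 highest features was 73.0% to 73.6% in -Fe and 71.8% to 72.3% in +Fe, which do not overlap, and 70.1% to 73.4% in Fe resupply, whose lowest library lay at -2.20 percentage points against the highest +Fe library. A few RNAs taking most of the counts thus do not set Fe resupply apart from +Fe. In -Fe against +Fe, where the shares do differ, the other 307 miRNAs had a median log2 fold change of 0.012, so the larger share was not accompanied by a general fall of miRNAs. With each of the 6 libraries left out in turn, the value nearest 0 was -0.78, for ath-MIR857 without +Fe replicate 3, where its adjusted p from limma rose to 0.105 (its other alternatives had an adjusted p of at most 0.0539). The call for ath-MIR857 thus depends on a single library, whereas the other 6 miRNAs passed in all 6 fits. A response to iron supply that had not returned to the +Fe level after 24 hours may be an explanation, as a hypothesis only, since it was found and tested on the same data. Other splits of the libraries were not counted for single miRNAs.

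Of the 12 putative target genes, 8 have at least 1 cluster (16 clusters in all), and 8 clusters at 4 genes passed the threshold in -Fe against +Fe. At *FSD1*, Cluster_3948, Cluster_3949 and Cluster_3950 had log2 fold changes of -1.15, -0.81 and -1.09 in -Fe and of -0.92, -0.72 and -0.94 in Fe resupply, both against +Fe. Supplemental Data 1 lists *FSD1* as downregulated by iron deficiency, so the falls in -Fe have the direction of the transcript. The paper's discussion, in contrast, counts *FSD1* among the genes induced by Fe deficiency. At *bHLH100*, Cluster_9701 and Cluster_9702 rose by 0.55 and 0.50 in -Fe. At *bHLH38*, Cluster_15483 and Cluster_15484 rose by 0.72 and 0.71, and at *bHLH39*, Cluster_15485 rose by 0.66. In Fe resupply against -Fe, Cluster_9701 had -0.58, Cluster_15483 had -0.72, Cluster_15484 had -0.72 and Cluster_15485 had -0.72. Cluster_15483 also overlaps PIP5K4, and the table does not part the reads of overlapping genes. The rises at *bHLH100*, *bHLH38* and *bHLH39* fell short of the threshold in 5 to 9 of the 15 alternatives for each cluster. Over the fits without 1 library, the smallest rises were 0.37 and 0.27 at *bHLH100*, 0.39 and 0.38 at *bHLH38* and 0.37 at *bHLH39*. The SD of these clusters lay between 0.38 and 0.60 in -Fe and between 0.014 and 0.040 in +Fe. The size of these rises thus depended on single libraries. The falls at *FSD1* in -Fe passed in all 16. In Fe resupply against +Fe, Cluster_3949 fell short in 4 of 16, and in Fe resupply against -Fe, Cluster_9701, Cluster_15483, Cluster_15484 and Cluster_15485 fell short in 5, 5, 7 and 3 of 15. The table gives no position or strand of the reads, so whether any of them come from sRNA-directed cleavage was not tested.

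In Fe resupply against +Fe, the largest rises were of a sequence without a position, GUCUGUAGUCCAACGGUAGGAUAAUUGC (1.10), and of Cluster_12393 at AT3G29647 (0.98, short of the threshold in 10 alternatives). In Fe resupply against -Fe, the largest rises were of Cluster_10265, where no gene is annotated (1.56, short of the threshold in 10 alternatives), and of Cluster_27703 at FED A and IRT3 (1.18). Cluster_7284 at AT2G14247 had -1.17, and Cluster_23029 at *COS* had -1.29. No biological explanation was tested for these features.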

How the results depend on the processing

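The alternatives were set before the data were examined, except the test of clusters with a position only and of 1 cluster per gene, which were chosen after seeing the data.

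The difference in sRNA abundance at *COS* kept its size within 1 replicate SD under all 12 alternatives in each comparison. For -Fe against +Fe it lay between 0.90 and 1.46, and for Fe resupply against -Fe between -1.47 and -0.91, the extremes being fits without 1 library. For Fe resupply against +Fe it lay between -0.10 and 0.08. The spans drawn in Fig. 1A and Fig. 6 hold the same cluster, so neither they nor the pairing of replicates can move the result. No cluster lies wholly inside the primer span, and the table gives no strand, so those alternatives were not run. In limma's fit, the *COS* cluster passed the threshold in -Fe against +Fe under all 16 of its alternatives (log2 fold change from 0.92 to 1.50). The filter at a mean back-transformed value of at least 50 left the cluster out and was not among these alternatives. Its value of -0.01 in Fe resupply against +Fe changed sign without +Fe replicate 1 (0.081) and without Fe resupply replicate 2 (0.038), and ranged from -0.11 to 0.08 across the fits without one library.

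The number of features past the threshold depended on the processing. With a mean back-transformed value of at least 50, it was 37 in -Fe against +Fe, 13 in Fe resupply against +Fe and 99 in Fe resupply against -Fe. With 8 added on the linear scale, it was 83, 25 and 108, in the same order. With no fold change minimum, it was 265 in -Fe against +Fe and 371 in Fe resupply against -Fe. With clusters with a position only, it was 25 in Fe resupply against +Fe. Across the 6 fits that each left out one library, it ranged from 121 to 236 in -Fe against +Fe, from 26 to 122 in Fe resupply against +Fe and from 97 to 375 in Fe resupply against -Fe. The share of higher features in -Fe against +Fe was 53.3%, 50.3% after median centring and 60.4% after quantile normalization, and ranged from 35.2% to 66.9% across the fits without one library. The cause was not tested.

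Replicate numbers do not pair the libraries: same-numbered libraries had a mean correlation of deviations of -0.0056, -0.0041 and 0.060 in the 3 comparisons. With the replicate block, 227 features passed in -Fe against +Fe, 75 in Fe resupply against +Fe and 212 in Fe resupply against -Fe. The paired differences at *COS* were 1.25, -0.01 and -1.26 (two-sided exact permutation tests, p = 0.25, 1 and 0.25). The set values at upregulated transcripts, 0.29, -0.01 and -0.27, and at downregulated transcripts, -0.22, -0.03 and 0.17, cannot move under the block.

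The sets of clusters at transcripts of Supplemental Data 1 kept their direction under all 14 alternatives in -Fe against +Fe and in Fe resupply against -Fe, although median centring, fits with only the conditions compared and the replicate block cannot move these values. Near 0, the value at upregulated transcripts in Fe resupply against +Fe ranged from -0.038 to 0.014 across the fits without one library and changed sign without +Fe replicate 1 (0.0019) and without +Fe replicate 3. The value at downregulated transcripts ranged from -0.081 to 0.025 and changed sign without Fe resupply replicate 2. The cause was not tested. Among 714 alternatives for named features, 634 kept their side of the threshold, 78 fell short of it and 2 changed sign. The unknown depth limits what can be said of features with low values.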

Other observations

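The test on 18S rRNA and both tests of random mRNAs against the drawn sites were chosen only after the result was seen.

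The higher value at *COS* in -Fe was set against several explanations. The 330 other features whose most abundant RNA shares at least 16 nt with 18S rRNA had a median log2 fold change of 0.040 (from -0.60 to 0.54). *COS* had 1.28, so a general increase of 18S rRNA fragments was not seen. Of the 330, 1 passed the threshold, Cluster_14844 at BT2 (0.54, adjusted p = 0.0465 from limma). Its most abundant RNA begins with AAACUGCGAA, with which the 18S stretch nearest the RNA of the *COS* cluster ends. A median over all such features cannot exclude a rise confined to that stretch. Whether the reads of the *COS* cluster come from *COS* was not tested, since the table holds no reads. Median centring and quantile normalization left the log2 fold change at *COS* at 1.27 or more. This cannot decide on library scaling, since the deposited values are already normalized and the *COS* value moved by at most 0.016. A single factor per library would shift all features alike, yet their median log2 fold change was -0.0015, against 1.28 at *COS*. These values argue against such a factor as the cause of the rise at *COS*. Over the 6 fits without 1 library, the log2 fold change at *COS* was at least 0.92. Its adjusted p from limma was at most 0.0138 over all its alternatives.

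Clusters at other induced transcripts rose too. Without the *COS* cluster, the clusters at transcripts of the upregulated list had a median log2 fold change in -Fe against +Fe that was 0.28 above that of the other features, and 111 of them were higher and 18 lower (adjusted p = 2.71e-50 from limma's camera, which treats clusters as nearly independent). The cluster at *COS* had the largest rise of the list. Across 104 genes of both lists, *COS* left out, the log2 fold change of the cluster with the highest mean and the fold change of the transcript in the paper had a Spearman rho of 0.67 (permutation p = 1e-05, the smallest that 100000 resamples can give, and 3e-05 after Benjamini-Hochberg adjustment over 3 relations). Genes are not independent replicates. Within the upregulated list rho was 0.24 (66 genes, permutation p = 0.0555, adjusted 0.0832) and within the downregulated list 0.09 (38 genes, permutation p = 0.590, adjusted 0.590), so the relation rests mainly on the difference between the lists. The most abundant RNA was 20 to 24 nt long in 55.1% of the 89 clusters that rose past the threshold, against 78.6% of all 29053 clusters and 69.0% of the 18791 that overlap a gene, a comparison chosen after seeing the data. Of the 89, 96.6% overlap a gene. The lower share comes from RNAs of 24 nt (12.4%, against 38.3% of clusters that overlap a gene), whereas RNAs of 21 nt were more frequent among the rises (16.9% against 7.60%), as were those under 20 nt (31 of the 89, against 4059 of the 18791). The share of 20 to 24 nt was 89.9% among the 69 clusters that fell past the threshold, of which 58.0% overlap a gene, 50.0% at upregulated transcripts and 64.4% at downregulated transcripts. The set value of 0.28 is consistent with sRNAs that change in the same direction as the transcript at *COS* and at other induced genes, and fragments of the transcripts themselves are a candidate explanation. The sizes do not separate this from processing by Dicer, and the sizes of single reads at *COS* are not in the table.

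The sets were also compared across the 3 conditions. At upregulated transcripts the value was 0.29 in -Fe against +Fe (112 of 130 clusters higher, adjusted p = 4.82e-51 from limma's camera over 6 tests), -0.01 in Fe resupply against +Fe (58 of 130 higher, adjusted p = 0.482) and -0.27 in Fe resupply against -Fe (110 of 130 lower, adjusted p = 7.00e-39). At downregulated transcripts it was -0.22 (51 of 59 lower, adjusted p = 4.59e-29 from the same test), -0.03 (35 of 59 lower, adjusted p = 1.47e-05) and 0.17 (46 of 59 higher, adjusted p = 9.22e-11). With 1 cluster per gene, chosen after seeing the data, the values in -Fe against +Fe were 0.34 and -0.25. Of the 4 splits that part all same-numbered replicates, 1, the real one, gave a value as large for both sets in -Fe against +Fe and in Fe resupply against -Fe, as did 1 of all 10 splits. In Fe resupply against +Fe, 3 of the 4 splits gave a value as large for each set, as did 9 and 7 of all 10 splits. With groups of 3 libraries the share of splits by itself cannot tell these results apart from a grouping that arose by chance. The largest size of another split in -Fe against +Fe was 0.17 for each set. For Fe resupply against -Fe it was 0.17 for the upregulated set, and for the downregulated set it was 0.154 against 0.174 for the real split, a small gap.

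The pairing at the drawn sites was set against random mRNAs of similar length. Searched in the same stretch, within 5 nt of the bar, at least 5% of 100 random mRNAs paired as well at 10 of the 13 drawn sites, with a median of 23% over the sites and a highest value of 87% at *bHLH101*. The exceptions were *VIT1*, with 3%, and both sites of *PHT4;4*, with 0%. When the random mRNAs could pair anywhere in the region, at least 50% did as well at 11 of the 13 drawn sites, which decides nothing, since a drawn site was sought only at its bar. For all 12 genes, at least 5% of the random mRNAs held a window as good as the gene's best window anywhere in the region. The median was 74%, the lowest value 5% at *PHT4;4* and the highest 100% at *VIT1*. For 10 of the 12 genes, a better window than the drawn one exists elsewhere in the region. Similarity by chance is thus a candidate explanation at most of the drawn sites, judged by pairing alone over 18 nt. The low values at *PHT4;4* and *VIT1* within their own stretch cannot exclude it there, since the sites were drawn where the named gene pairs. Target site accessibility and cleavage were not analysed here.

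On the main principal component of the log2 values, which held 24.2% of the variance, the -Fe libraries lay between 11.1 and 14.1 and the +Fe libraries between -5.38 and -0.81. The Fe resupply libraries lay at 1.59, -19.0 and -8.10, so replicate 2 of Fe resupply stood farthest from the others. Features whose groups do not overlap made up 13.6% in -Fe against +Fe, 11.1% in Fe resupply against +Fe and 16.0% in Fe resupply against -Fe, where chance gives 10%.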
